# Functional characterisation of the non-essential protein kinases and phosphatases regulating *Aspergillus nidulans* hydrolytic enzyme production

**DOI:** 10.1186/1754-6834-6-91

**Published:** 2013-06-25

**Authors:** Neil Andrew Brown, Paula Fagundes de Gouvea, Nádia Graciele Krohn, Marcela Savoldi, Gustavo Henrique Goldman

**Keywords:** Carbon catabolite repression, Cellulase, Xylanase, SchA, SnfA

## Abstract

**Background:**

Despite recent advances in the understanding of lignocellulolytic enzyme regulation, less is known about how different carbon sources are sensed and the signaling cascades that result in the adaptation of cellular metabolism and hydrolase secretion. Therefore, the role played by non-essential protein kinases (NPK) and phosphatases (NPP) in the sensing of carbon and/or energetic status was investigated in the model filamentous fungus *Aspergillus nidulans.*

**Results:**

Eleven NPKs and seven NPPs were identified as being involved in cellulase, and in some cases also hemicellulase, production in *A. nidulans*. The regulation of CreA-mediated carbon catabolite repression (CCR) in the parental strain was determined by fluorescence microscopy, utilising a CreA::GFP fusion protein. The sensing of phosphorylated glucose, via the RAS signalling pathway induced CreA repression, while carbon starvation resulted in derepression. Growth on cellulose represented carbon starvation and derepressing conditions. The involvement of the identified NPKs in the regulation of cellulose-induced responses and CreA derepression was assessed by genome-wide transcriptomics (GEO accession 47810). CreA::GFP localisation and the restoration of endocellulase activity via the introduction of the ∆*creA* mutation, was assessed in the NPK-deficient backgrounds. The absence of either the *schA* or *snfA* kinase dramatically reduced cellulose-induced transcriptional responses, including the expression of hydrolytic enzymes and transporters. The mechanism by which these two NPKs controlled gene transcription was identified, as the NPK-deficient mutants were not able to unlock CreA-mediated carbon catabolite repression under derepressing conditions, such as carbon starvation or growth on cellulose.

**Conclusions:**

Collectively, this study identified multiple kinases and phosphatases involved in the sensing of carbon and/or energetic status, while demonstrating the overlapping, synergistic roles of *schA* and *snfA* in the regulation of CreA derepression and hydrolytic enzyme production in *A*. *nidulans.* The importance of a carbon starvation-induced signal for CreA derepression, permitting transcriptional activator binding, appeared paramount for hydrolase secretion.

## Background

Lignocellulolytic fungi secrete a complex arsenal of enzymes that synergistically deconstruct plant cell wall polysaccharides. The capacity of these enzyme cocktails to release utilisable sugars from non-food lignocellulosic material represents an opportunity for the development of a new generation of biofuels, produced directly from plant biomass without the use of extensive pre-treatment. However, efficiencies in industrial enzyme production require dramatic improvement, as the presence of readily metabolisable carbohydrates strongly impedes cellulase and hemicellulase production via carbon catabolite repression (CCR) [1,2]. Genome-wide studies have provided insights into how fungi alter transcription, metabolism and enzyme secretion in response to carbohydrate availability [3-6]. An enhanced understanding of CCR in lignocellulolytic fungi is required for the engineering and exploitation of such regulatory networks to increase enzyme secretion, reducing the costs involved in enzyme production and increasing fermentation efficiency.

In fungi, lignocellulolytic enzyme production is tightly controlled at the transcriptional level by the competitive action of transcriptional activators and repressors [7]. In *Aspergillus nidulans*, *Hypocrea jecorina* and *Neurospora crassa* the orthologous repressors CreA/Cre1 have been shown to block the transcription of genes associated with the utilisation of alternate carbon sources when glucose is present, including cellulolytic and xylanolytic enzymes [8-10]. The *A. nidulans* CreA protein has two Cys_2_His_2_ zinc finger DNA binding structures that demonstrate high similarity to the zinc fingers of the Mig1 repressor involved in *Saccharomyces cerevisiae* CCR [11] and has been demonstrated to be regulated at both the transcriptional and post-translational level [12].

The transcription of genes involved in alternative carbon utilisation also requires the action of transcriptional inducers. In *Aspergilli* the ethanol utilisation pathway is tightly controlled by CreA-mediated CCR and positively induced by the regulon specific transcription factor AlcR. The positive regulator, AlcR, has overlapping binding sites with CreA, suggesting a competitive binding mode of action, while nucleosomal positioning and chromatin organisation has been shown to play a role [13]. Other alternative carbon source genes adopt a similar mechanism of competitive induction including the conserved transcription factors AraR and XlnR, which positively control hemicellulase expression [14]. Interestingly, in *H. jecorina* the cellulase activator, Ace2, has been shown to bind to the same promoter motif as XlnR, while the Hap2/3 complex opens the chromatin structure, promoting nucleosome reassembly and derepression [15]. In *N. crassa* and *A. nidulans*, two newly identified transcription factors, ClrA and ClrB, have been shown to be required for cellulase activity and expression [16].

Sensing the external environment and intracellular energetic status ensures that a fungal organism can balance the requirements for growth and cell survival. *S. cerevisiae* has served as a model organism for the study of such cellular responses. However, many differences are known to exist in filamentous fungi, due to the adoption of different life styles. Protein phosphorylation state represents the most common form of post-translational modification. Protein kinases and phosphatases perform a central role in the transduction of such signals via modulating protein phosphorylation state and activity, thus coordinating subsequent responses. The importance of protein kinases and phosphatases is demonstrated by the fact that 30% of the *S. cerevisiae* genome is modified by these proteins, while collectively kinase and phosphatase genes represent only 6% of the genome [17].

The most well studied examples included the mitogen-activated protein kinases (MAPK), which form the pheromone response, filamentous growth, the osmotic stress response and cell wall integrity pathways. The sensing of glucose or pheromones by the G-protein coupled receptors (GPCRs), results in the activation of the cAMP-protein kinase A (PKA) pathway and the MAPKs cascade, which influence filamentous growth [18]. Intracellularly, glucose is phosphorylated by hexo- and/or gluco-kinases activating *Ras2* signalling that also induces the filamentous growth cAMP-PKA and MAPK pathways [19]. Apart from the well-studied roles in growth, fungal homologues of the *S. cerevisiae* pheromone response/filamentous growth MAPKs have been shown to influence the secretion of hydrolytic enzymes in various plant pathogenic fungi including; *Alternaria brassicicola*, *Cochliobolus heterostrophus* and *Fusarium oxysporum*[20-22].

Homologues of the *S. cerevisiae* sensors of cellular energetic state *Snf1* (sucrose non fermenting) and TOR (target of rapamycin) have been widely identified in filamentous fungi [23-28]*.* The Snf1 has been demonstrated to be required for growth on alternative carbon sources and also regulates the expression of 400 genes in response to carbon exhaustion [29]. The absence of the Snf1 homologue in filamentous fungi, including *Cochliobolus carbonum*, *Ustilago maydis* and *F. oxysporum*, has been shown to reduce hydrolytic enzyme production [24-26]. The essential TOR kinase complexes control cell growth and metabolism in response to environmental cues [30]. TOR has traditionally been related to nitrogen utilisation. However, TOR signalling also influences the expression of AreA-controlled genes involved in carbon metabolism [28]. Therefore TOR may perform dual roles in integrating both carbon and nitrogen signals. Different to the aforementioned kinases, the *A. nidulans* genome contains fewer phosphatases (http://www.aspgd.org), suggesting that each phosphatase demonstrates less specificity and dephosphorylates multiple kinase targets. The known kinase/phosphatase signalling pathways have been proven to be highly conserved and closely interlinked, either regulating one another or the same gene sets, enabling the fine tuning of cellular responses to the extra- and intracellular environment.

Despite recent advances in the understanding of hydrolytic enzyme regulation, less is known about how different carbon sources are sensed and which signalling cascades are subsequently activated, thus coordinating the adaptation of cellular metabolism and hydrolase secretion to the respective carbon source [16,31,32]. Subsequently, this study identified 11 non-essential protein kinases (NPKs) and seven phosphatases (NPPs) involved in cellulase and in some cases also hemicellulase production in *A. nidulans*. The involvement of the identified NPKs in starvation/cellulose-induced responses and CreA derepression was assessed by transcriptomics and fluorescence microscopy of the CreA::GFP in the parental and NPK mutant backgrounds. Collectively, this study demonstrated the overlapping, synergistic roles of the NPKs *schA* and *snfA* in the regulation of CreA derepression and hydrolytic enzyme production. In addition, a period of carbon starvation appeared paramount for CreA derepression and hydrolase induction.

## Results

### Screening the NPKs collection for involvement in cellulase production

Eleven of the 103 NPKs screened demonstrated a reduction in total protein content when grown in liquid minimal media (MM) supplemented with AVICEL (synthetic cellulose) as the sole carbon source for 10 days, reflecting the reduction in fungal biomass. However, the 11 NPKs did not show a significant reduction in dry weight when cultured in complete media (CM) for 48 h (*p* < 0.01) (Figure 1). The minor reduction in growth of the ∆*pkaC*, ∆*sakA* and ∆*yakA* strains on CM was substantially less than the reduction of growth on MM plus AVICEL when compared to the parental strain. The majority of these 11 NPKs did not demonstrate a reduction in radial growth on solid CM or MM plus AVICEL, except for the ∆*mpkA* and ∆*pkaC* strains which showed extremely decreased radial growth on both solid media (data not shown). The function of these 11 NPKs was determined via homology (BLASTp) with *S. cerevisiae*, if not already characterised in *Aspergilli*, revealing NPKs involved in nutrient/cell energy status sensing and the regulation of cell growth and endocytosis (Table 1). Several of the identified NPKs are known to be involved in the cAMP signalling pathway (*pkaC*, *schA*, *ypkA*), alternative carbon source usage (*snfA*, *sakA*), starvation responses (*atmA*, *pkpA*) and endo- exo-cytosis, polarisation or morphogenesis (*cbkA, fpkA*, *mpkA*, *prkA*).

**Figure 1:**
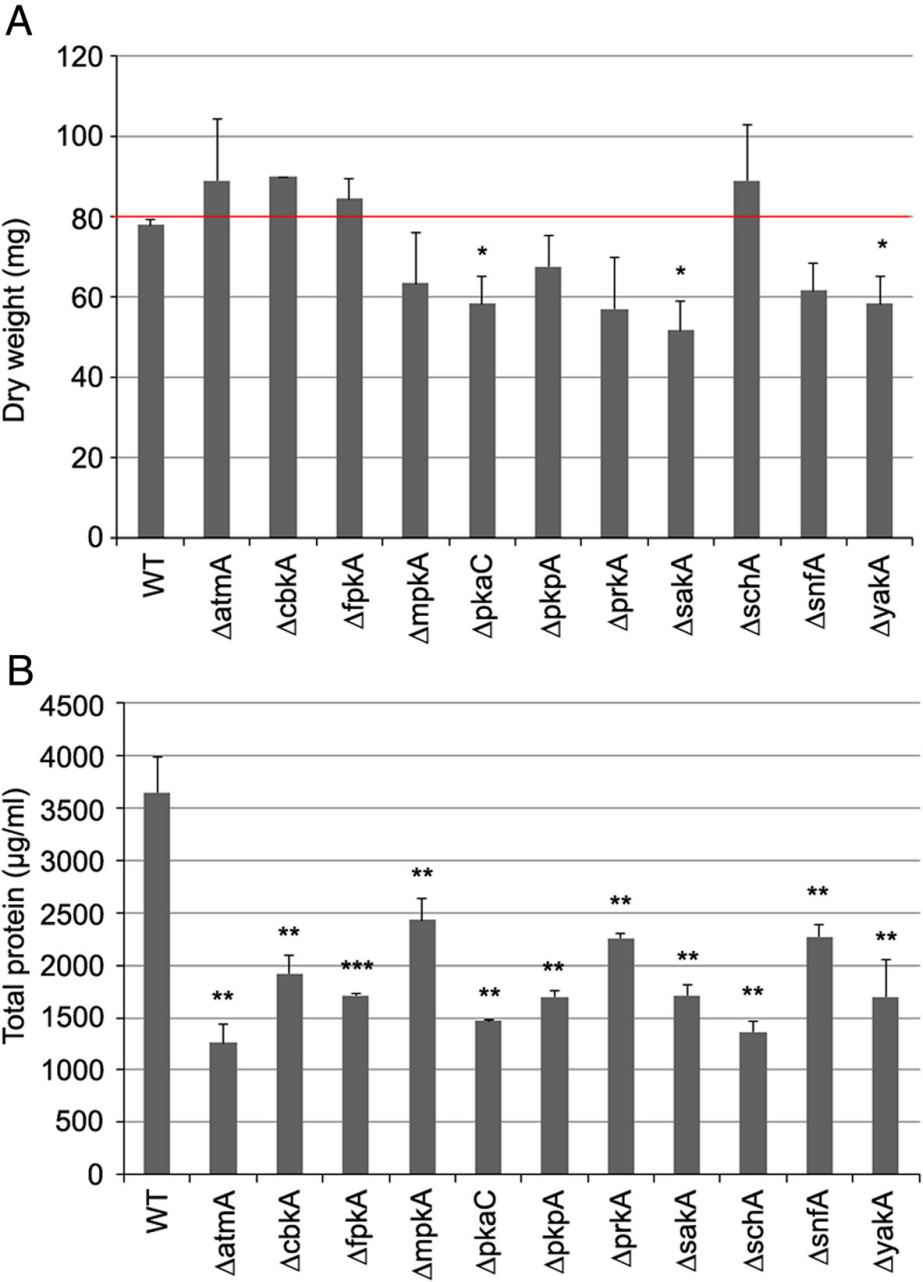
**The AVICEL-specific reduction in growth of eleven NPKs.** The dry weight of the NPKs when grown in complete media **(A)** and the total protein content of the NPKs when grown directly on minimal media plus AVICEL as a sole carbon source **(B)**. One-tailed *t*-test (* *P* <0.05, ** *P* < 0.01, *** *P* < 0.001).

**Table 1:** The eleven NPKs that demonstrated reduced growth on AVICEL show a conserved theme in nutrient sensing and cell growth

**AspGD**	***A. nidulans *gene name**	**Yeast best hit**	**Function**
AN0038	*AtmA*	*Tel1*	Phospholipid metabolism, DNA damage, cell polarity, starvation
AN10485	Uncharacterised (*CbkA*)	*Cbk1*	RAM signalling, regulates cell morphogenesis
AN0144	Uncharacterised (*FpkA*)	*Fpk1*	Regulates endocytosis, sphingolipid synthesis
AN5666	*MpkA*	*Slt2*	MAP kinase, germination, polarised growth
AN6305	*PkaC*	*Tpk2*	Promotes growth in response to nutrition
AN6207	Uncharacterised (*PkpA*)	*Pkp1*	Negative regulation of pyruvate dehydrogenase
AN10515	Uncharacterised (*PrkA*)	*Prk1*	Actin filament organisation, endocytosis
AN5728	Uncharacterised (*SakA*)	*Sak1*	Upstream activator of SNF1 complex
AN4238	*SchA*	*Sch9*	cAMP signalling, role overlaps with Ras/PKA, regulated by TOR complex
AN7695	Uncharacterised (*SnfA*)	*Snf1*	Required for transcription of glucose repressed genes
AN7104	Uncharacterised (*YakA*)	*Yak1*	Inhibits growth in response to glucose, negatively regulated by Ras/PKA

Subsequently, the endocellulase activity of these 11 NPKs and the transcription of two major endoglucanase genes (*eglA/B*) were determined in order to confirm that these NPKs were related to cellulase regulation and/or CCR. Both endocellulase activity and *eglA/B* transcription were dramatically reduced in 10 of the 11 NPKs after 5 days growth in MM plus AVICEL (Figure 2). Only the ∆*mpkA* was shown to have similar to parental levels of endocellulase activity. The ∆*mpkA* strain was subsequently excluded for further analysis. The endoxylanolytic activity of the 10 NPKs grown on xylan for 3 days, separated the NPKs into two groups (Figure 2), those which influenced both cellulase and xylanase activity including the NPKs involved in cAMP signalling (∆*atmA*, ∆*cbkA*, ∆*pkaC*, ∆*schA*, ∆*yakA*) and those which influenced only cellulase production including the NPKs involved in alternative carbon source usage (∆*pkpA*, ∆*prkA*, ∆*sakA*, ∆*snfA*).

**Figure 2:**
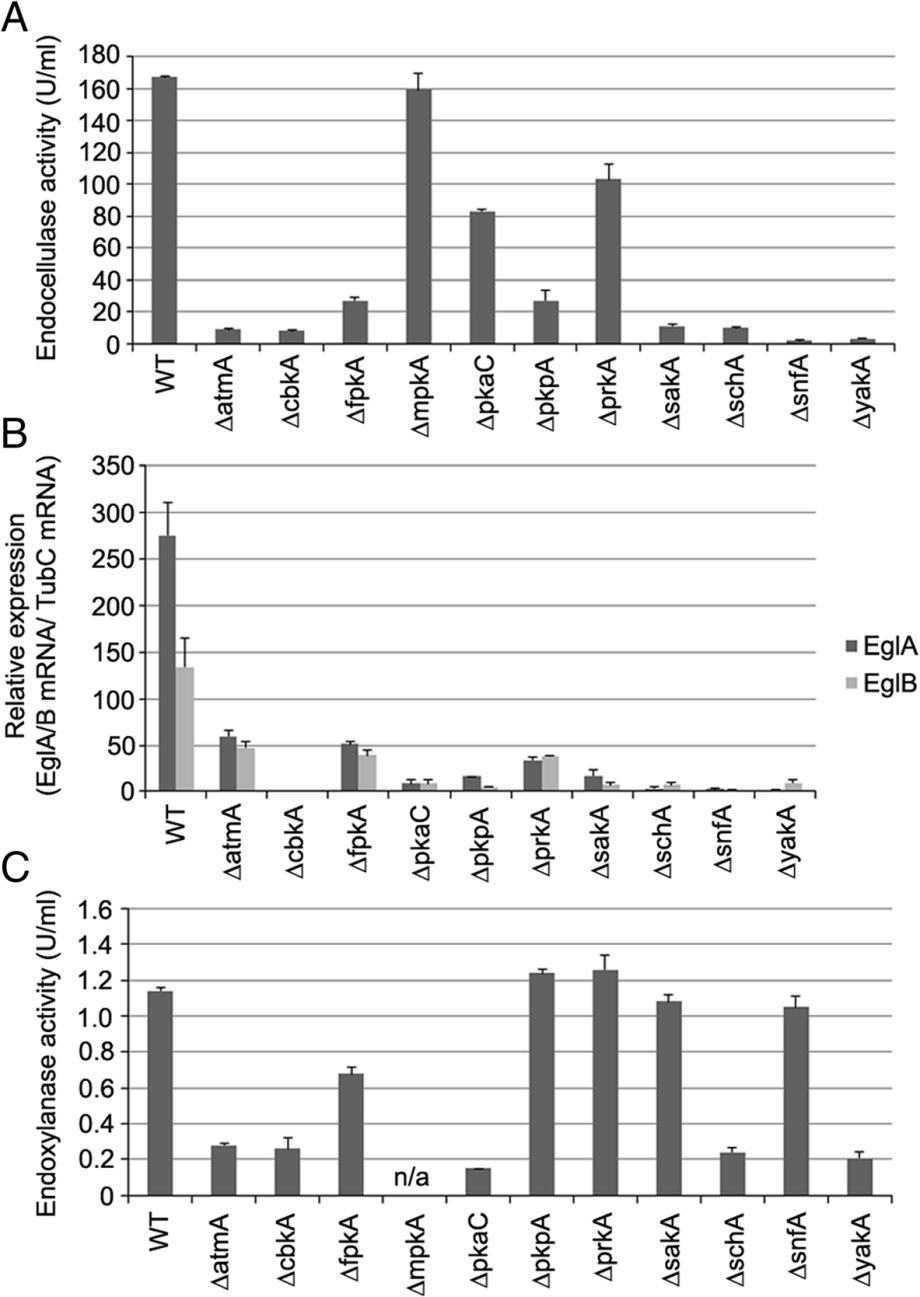
**The identified NPKs mutants demonstrated a reduction in the transcription, and capacity of, hydrolytic enzymes.** The parental (WT), NPKs mutant strains were grown in MM plus 1% fructose overnight and then transferred to AVICEL or xylan as a sole carbon source for an additional 5 or 3 days, respectively. The endocellulase activity of the 5 day AVICEL culture **(A)**. The relative expression of the major endoglucanase genes, *eglA* and *eglB*, in the mycelia isolated from the cultures used to determine endocellulase activity **(B)**. The endoxylanase activity of the xylan cultures **(C)**.

### Screening of the non-essential phosphatase (NPP) collection for involvement in cellulase production

The phosphatase collection, containing 28 NPPs, was also screened for reduced growth on AVICEL as a sole carbon source. However, seven NPPs were unable to grow in MM containing glucose or AVICEL (AN0129, AN0914, AN4544, AN4896, AN5722, AN10077 and AN10138), but grew on complete media. Subsequently, it was not possible to study the role of these NPPs in relation to growth on AVICEL as a sole carbon source and hydrolase production. The NPPs that could grow on MM plus glucose were screened for reduced growth on AVICEL. Seven NPPs showed reduced growth on MM plus AVICEL, in terms of total protein, and demonstrated no significant difference in growth on MM plus 2% glucose (Figure 3). The AVICEL specific reduction in growth was correlated with a reduction in endocellulase activity and in the expression of *eglA/B* (Figure 3).

**Figure 3:**
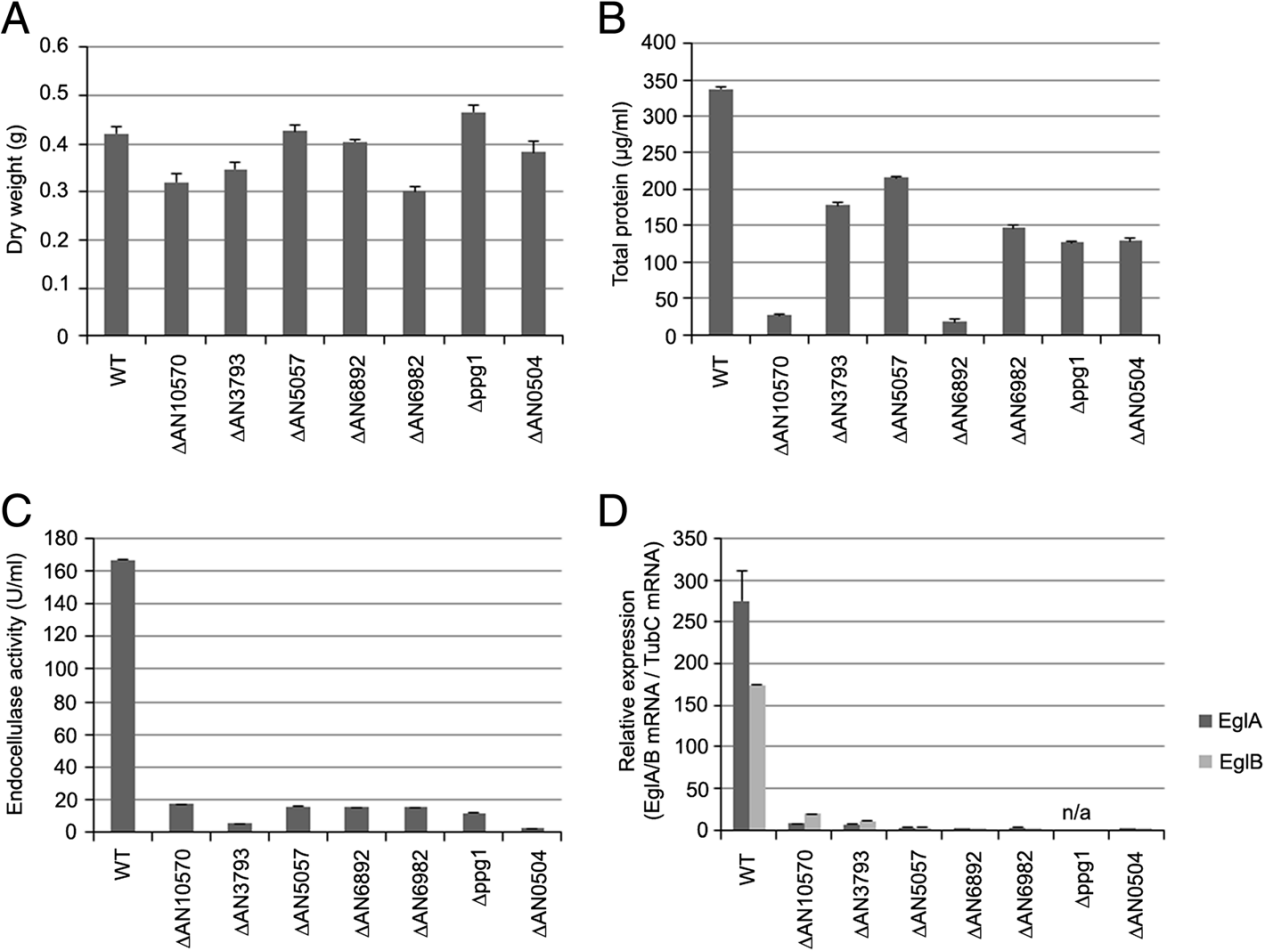
**The seven NPPs identified as being required for growth on AVICEL.** The dry weight of the NPPs when grown in MM plus 2% glucose **(A)** and the total protein content of the NPPs when grown directly on MM plus AVICEL as a sole carbon source **(B)**. The parental (WT) and NPPs mutant strains were grown in MM plus 1% fructose overnight and then transferred to AVICEL as a sole carbon source for an additional 5 days. The endocellulase activity of the AVICEL culture **(C)** and the relative expression of two endoglucanase genes, *eglA* and *eglB*, in the mycelia isolated from the same cultures **(D)**.

The function of the identified NPPs, if not already characterised in *Aspergilli*, was determined via homology to *S. cerevisiae* (Table 2)*.* Several of the NPPs identified with reduced endocellulase activity had a role in cell cycle (*ltpA*, *cdcA*, *sitA*) and MAPK regulation (*ptcA*, *ptpA*). In *S. cerevisiae* Ppg1A is required for glycogen accumulation, while also associating with Tap42 and Sit4 which are involved in TOR signalling.

**Table 2:** **The functional description of the seven NPPs that demonstrated reduced growth on AVICEL and reduced *eglA/B *transcription**

**AspGD**	***A. nidulans *gene name**	**Yeast best hit**	**Function**
AN10570	Uncharacterised (*LtpA*)	*Ltp1*	Cell cycle
AN3793	*PpzA*	*Ppz1*	Oxidative stress resistance
AN5057	Uncharacterised (*cdcA*)	*Cdc14*	Cell cycle, mitotic exit, meiotic progression
AN6892	Uncharacterised (*PtcA*)	*Ptc1*	Type 2C protein phosphatase, inactivates osmotic stress and activates pheromone response MAPK pathways
AN6982	*PtpA*	*Ptp3*	Inactivates osmotic stress MAPK pathway
AN0164	Uncharacterised (*Ppg1A*)	*Ppg1*	Type 2A-like phosphatase, required for glycogen accumulation, associates with Tap42
AN0504	*SitA*	*Sit4*	G1/S transition of the mitotic cycle, modulates functions mediated by Pkc1p including cell wall and actin cytoskeleton organization

### Protein kinase A (PKA) activity is hyperactivated upon carbon starvation and growth on AVICEL

The identification of several NPKs involved in the cAMP signalling pathway as being required for both cellulase and xylanase production resulted in an interest to investigate PKA activity in the parental strain in the presence of multiple carbon sources. Overnight 1% fructose MM cultures were transferred to alternative carbon sources for 1–8 h and PKA activity determined. No substantial difference in PKA activity was noted between various carbon sources, except for when the mycelium was transferred to AVICEL or no carbon containing media for 8 h, in which PKA activity approximately doubled (Figure 4). Only a very low, constant level of PKA activity was observed in the ∆*pkaC* mutant on all carbon sources. In the absence of the ability to synthesis cAMP, assessed via utilising the adenylate cyclase ∆*cyaA* mutant [33], an intermediate level of PKA activity was detected in all carbon sources, demonstrating the existence of a cAMP independent route of PKA activation (Figure 4), which may occur under carbon starvation conditions, in part mimicked by the absence of cAMP.

**Figure 4:**
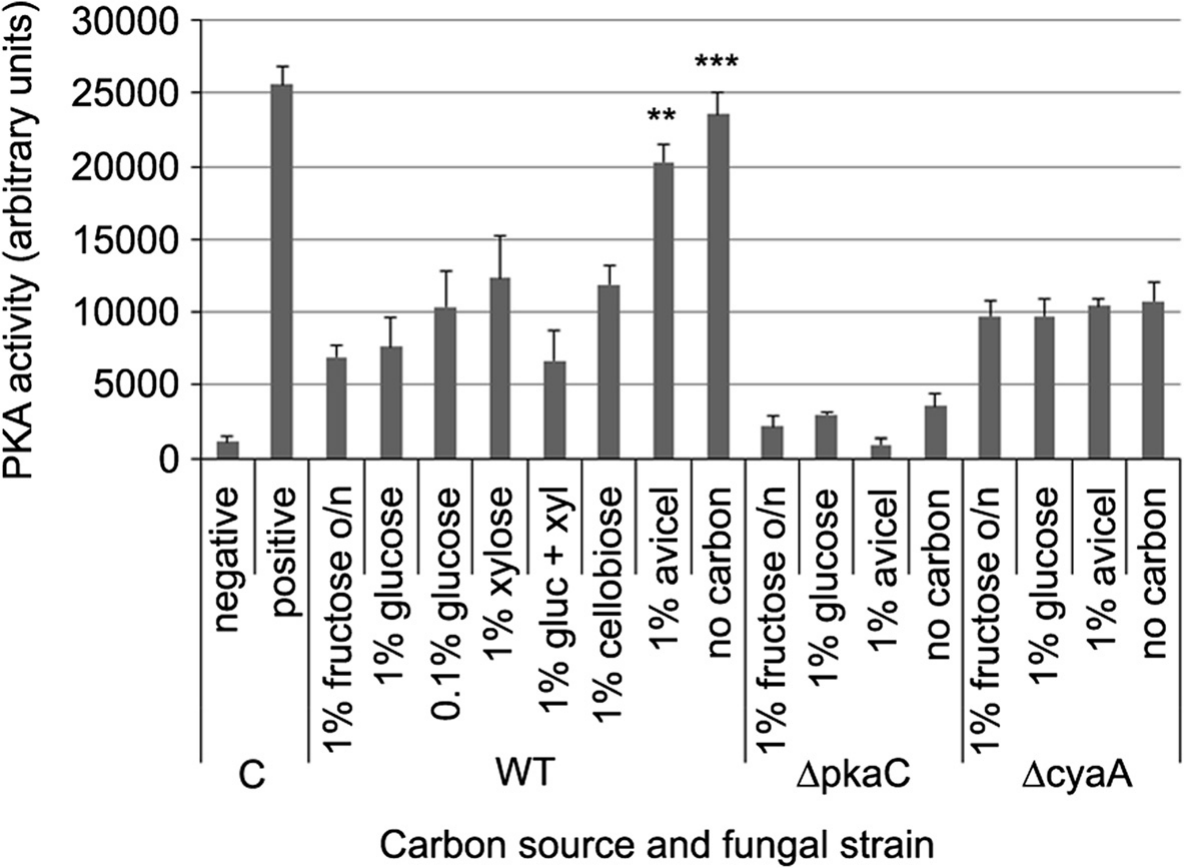
**Protein kinase A was hyperactivated upon growth on AVICEL or carbon starvation.** The parental (WT), ∆*pkaC* and ∆*cyaA* strain were grown in minimal media plus 1% fructose overnight (o/n) and then transferred to various alternative carbon sources for 8 h. The PKA activity from the respective cultures, and the internal cAMP (positive) and water (negative) controls, were determine via densitometry. One-tailed *t*-test (* *P* <0.05, ** *P* < 0.01, *** *P* < 0.001).

Extracellular glucose is detected via extracellular GCPRs, while intracellular phosphorylated glucose results in RAS activation, with both routes accumulating with adenylate cyclase synthesising cAMP and PKA activation. To confirm that the conventional route of cAMP dependent PKA activation inhibited cellulase production during growth on cellulose, the endocellulase activity of constitutively activated RAS^G17V^ strain [33] was assessed, as this would result in a constant positive signal for repression. The RAS^G17V^ strain demonstrated an approximate eight-fold reduction in endocellulase activity after 5 days growth in MM plus AVICEL (parental, 484 ± 48 U/ml; RAS^G17V^, 60 ± 6 U/ml). This confirmed that the conventional route of PKA activation inhibits cellulase production, while suggesting that starvation induced PKA hyperactivation performed alternative function(s) that directly or indirectly contributed to growth on cellulose.

### Evaluation of CreA nuclear localisation

In order to monitor the dynamics of CCR in *A. nidulans* a CreA::GFP tagged protein under the control of the native promoter was constructed, enabling the study of CreA nuclear localisation under repression/derepression and the evaluation of the signalling components that led to CreA cellular compartmentalisation. The CreA::GFP strain constructed in the present work, demonstrated growth similar to the parental strain on various repressing and derepressing carbon sources (Additional file 1: Figure S1). The microscopic analysis of fluorescence in different carbon sources, including various simple and complex polysaccharides, non-polysaccharides and carbon starvation, assisted in the understanding of the signals involved in CreA nuclear localisation and repression.

The CreA::GFP strain was grown in glucose containing media overnight, which consistently resulted in 100% CreA nuclear localisation (Figure 5), and was then transferred to media containing an alternative carbon source. When the second medium contained a readily metabolisable mono- or di-saccharides, CreA nuclear localisation was high (Table 3). These energy sources are easily taken up and require fewer enzymatic steps prior to entering glycolysis. Within this set, glucose that is phosphorylated and enters directly into glycolysis represented 100% CreA nuclear localisation. Cellobiose, which requires intracellular hydrolysis into glucose, and xylose that enters glycolysis via the pentose phosphate pathway, demonstrated 68% and 70% nuclear localisation respectively. Alternative non-polysaccharide carbon sources, such as glycerol resulted in a far lower level (31%) of nuclear localisation. Complex polysaccharides, such as AVICEL or xylan, represented the lowest level of CreA nuclear localisation. Post 5 h carbon starvation, no CreA nuclear localisation was observed (Figure 5).

**Figure 5:**
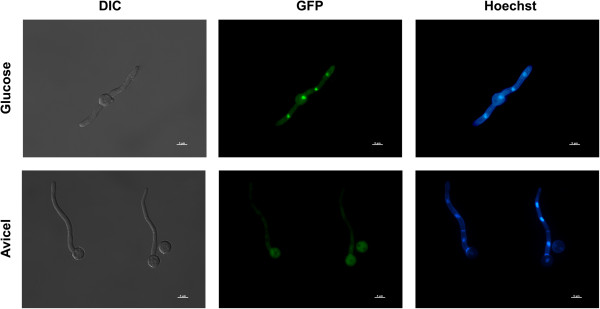
**CreA::GFP localisation alters under repressing and derepressing condition.** Under repressing conditions (glucose 16 h), CreA::GFP constantly localised to the nucleus, while under derepressing conditions (AVICEL 16 h), CreA::GFP was absent from the nucleus. The brightfield (DIC), GFP and the DAPI (for Hoechst nuclear staining) channels are presented. Bar = 5 μm.

**Table 3:** CreA::GFP nuclear localisation post transfer between media containing different carbon sources

**Strain**	**Start culture**	**Nuclear CreA**	**Transfer culture**	**Nuclear CreA**
CreA::GFP	Glucose 16 h (82)	100%	Xylose 2 h (48)	68%
			Cellobiose 2 h (74)	68%
			Xylan 5 h (114)	18%
			AVICEL 5 h (74)	4%
			Glycerol 2 h (32)	31%
			No carbon 5 h (35)	0%
CreA::GFP	Xylose 16 h (24)	70%	Glucose 1 h (20)	100%
CreA::GFP	AVICEL 16 h (22)	0%	Glucose 1 h (30)	100%
CreA::GFP	Glucose 16 h followed by no carbon 5 h (50)	0%	Glucose 1 h (32)	100%
			2-deoxyglucose 1 h (44)	100%
			6-deoxyglucose 1 h (35)	0%
∆*schA*	Glucose 16 h (24)	100%	AVICEL 5 h (31)	83%
∆*snfA*	Glucose 16 h (19)	100%	AVICEL 5 h (28)	76%
∆*atmA*	Glucose 16 h (20)	100%	Avicel 5 h (22)	0%
∆*xprG*	Glucose 16 h (20)	100%	Avicel 5 h (20)	0%

Fungal CreA::GFP nuclear localisation is presented as a percentage of the total number of hyphae evaluated (presented in brackets).

Growing the CreA::GFP strain overnight in glucose (100% nuclear localisation) and then exposing it to carbon starvation for 5 h (~0% nuclear localisation) enabled the study of the positive signals for CreA repression. The addition of 2-deoxyglucose which cannot be successfully metabolised, or 6-deoxyglucose that cannot be phosphorylated, to the carbon starved cultures demonstrated that the positive signal for CreA nuclear localisation required glucose phosphorylation (Table 3).

### Confirmation of NPK involvement in CCR

Sexual crosses between several of the NPK mutants identified from the screening of the kinase collection with either the ∆*creA4* strain [34] or the CreA::GFP strain enabled the confirmation that *schA* and *snfA* were required for CreA derepression and endocellulase production. The absence of *schA* and *snfA* resulted in an inability to remove CreA from the nucleus upon growth on AVICEL (Table 3). Similarly, sexual crosses between ∆*schA* or ∆*snfA* with the ∆*creA4* strain restored the endocellulase activity of these NPKs to parental levels (Additional file 2: Figure S2). However, the absence of *atmA* or the *atmA-*regulated transcription factor *xprG* did not affect CreA nuclear localisation or derepression (Table 3). Collectively, these datasets suggest that *schA* and *snfA* are required for CreA derepression thus permitting cellulase gene induction upon growth on AVICEL, while *atmA* performed additional functions that contributed to cellulase production.

### Microarray analysis revealed the roles performed by *schA* and *snfA* during growth on AVICEL

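The transcriptional response to AVICEL was measured with two-colour Agilent microarrays, a design in which 2 RNA samples labelled with different dyes are hybridised to the same array. On each of the 16 arrays, RNA of a 24 h CM culture of a strain was labelled with Cy3 and RNA of the same strain after 8 or 24 h on AVICEL was labelled with Cy5. The paper's CM holds glucose and yeast extract, and its minimal medium holds nitrate salts. A ratio of AVICEL to CM therefore covers the whole change of medium and not the carbon source alone. The parental and ∆*schA* strains had 3 arrays per time point and the ∆*snfA* strain had 2, and dyes were not swapped on any array. The scanner files give the mean brightness of each spot and the median of its local background for both dyes. The background was corrected by limma's normexp method with an offset of 50, the log2 ratio of AVICEL to CM was normalized within each array by loess, and control spots and spots with outlier flags were then left out. The spots of each of the 11143 genes, 4 for most genes, were averaged. Each gene was represented by a single probe. A linear model with the 6 combinations of strain and time was fitted to all arrays, so that all groups shared an estimate of the spread. Whether a group mean differed from 0, or from the mean of another strain at the same time, was tested by limma's moderated statistic, two-sided, with Benjamini-Hochberg adjustment over all genes. A gene was called higher or lower at an adjusted p under 0.05. The paper does not state whether each array had a CM culture of its own. If arrays shared one, testing the ratio against 0 leaves out the spread between CM cultures. As alternatives, ratios were also taken from Feature Extraction, the software that read the scanner images, and from the deposited series matrix, whose values differ from the ratio of its processed signals by powers of 10 at many spots of the parental and ∆*schA* arrays. The series matrix values reversed the direction of 3341 of the 6433 genes called in the parental strain at 24 h. Without the powers of 10, a test added after the data were seen, 19 were reversed. For the 1311 called differences of the parental strain from ∆*snfA* at 24 h the numbers were 797 and 60. Most reversals given below for the series matrix values therefore come from the powers of 10. Between 36.4% and 59.6% of the spots of an array were well above background in the CM channel, and between 53.6% and 74.7% in the AVICEL channel. Where the channel of a gene was not well above background on any array of a group, its ratio is a lower bound, written as "at least" and computed from both channels after loess and Aquantile normalization. The CM side of a bound is the probe's own signal or, if higher, the lowest signal among probes well above background. For 45 of the 75 bounds of named genes it was the own signal on all arrays, so that the bound is the fitted fold itself; a bound allows for a dim channel and not for the spread between arrays. Without swapped dyes these bounds are open to dye bias, and with 3 or 2 arrays per group the number of arrays limits the precision. No difference between strains is given for a named gene whose ratio is a bound in either of them. The arrays lay on 4 slides. All ∆*snfA* arrays were on a slide and a scan day of their own, so that slide, scan day and strain cannot be told apart for this mutant.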

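The deleted genes were examined first. The probe of *schA* (AN4238) was well above background in both channels on all 6 parental arrays and all 4 ∆*snfA* arrays, and on 0 of the 6 ∆*schA* arrays. Its signal in the parental strain was at least 4.76-fold higher than in ∆*schA* in the CM channel and at least 6.38-fold higher in the AVICEL channel. The probe of *snfA* (AN7695) was not well above background on any of the arrays, the parental arrays included, so that the ∆*snfA* arrays could not be checked in this way. After 8 h on AVICEL, 3677 genes were called in the parental strain, 2028 higher and 1649 lower than in CM. In ∆*schA*, 4334 genes were called, 2331 higher and 2003 lower, and in ∆*snfA* 2641 genes, 1296 higher and 1345 lower. After 24 h, the calls numbered 6433 in the parental strain (3399 higher, 3034 lower), 5792 in ∆*schA* (3066 higher, 2726 lower) and 4696 in ∆*snfA* (2525 higher, 2171 lower). The median size of the log2 ratio among the called genes lay between 0.506 in the parental strain at 8 h and 0.736 in ∆*snfA* at 24 h. With each array of the group left out in turn, the parental count at 24 h lay between 5728 and 5821, that of ∆*schA* between 4847 and 5601 and that of ∆*snfA* between 3239 and 3296. The ∆*snfA* count at 8 h rested on single arrays: it was 949 without replicate 1 and 2035 without replicate 2. With the methods' t-test at its threshold, applied to the same values, 898 genes were called in the parental strain at 8 h and 3154 at 24 h, against 584 and 1531 in ∆*schA* and 222 and 533 in ∆*snfA*. After Benjamini-Hochberg adjustment this t-test called 2 genes in the parental strain at 8 h and 4160 at 24 h, 0 and 7 in ∆*schA* and 0 at either time in ∆*snfA*, where an unadjusted p under 0.05 was found for 2605 genes in ∆*schA* at 8 h and for 1159 and 2601 in ∆*snfA*. Under median centring, 90.8% of the ∆*snfA* calls at 8 h were higher on AVICEL, 3052 against 309 lower.

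**Figure D1:**
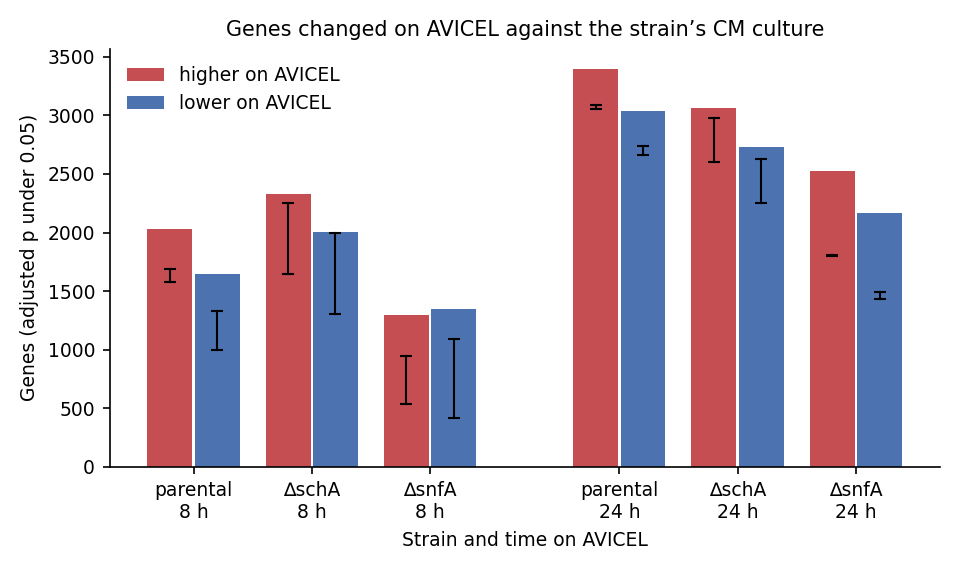
Number of genes called higher (red) and lower (blue) on AVICEL than in CM, for each strain at 8 and 24 h. Black whiskers give the range of each count with each of the group's own arrays left out in turn; at 24 h the parental bars, 3399 and 3034, are the tallest.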

In response to the transfer to AVICEL containing media for 8 h the parental, ∆*schA* and ∆*snfA* strains modulated the transcription of a similar number of genes, while after 24 h the parental strain showed a far greater transcriptional response, modulating approximately twice as many genes (Additional file 3: Table S1). FetGOat analyses were used to identify the overrepresented GO terms within the differentially expressed genes for each strain. 

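At 8 h, the gene lists that Table S2 gives for the parental strain at 24 h were followed as medians over the listed genes per array. The lists hold only genes that the study had called on these arrays, so their calls are not independent evidence, and no enrichment was tested on them. At 8 h the median log2 ratio of the 7 genes of cellulose metabolic process was 0.03 ± 0.05 (SD, n = 3) in the parental strain, and 1 of them was called higher. The 56 genes of ribosome biogenesis on the array had a median of -0.70 ± 0.18 (SD, n = 3), with 51 called lower. The 30 genes of the mitochondrial ribosome had a median of -0.55 ± 0.13 (SD, n = 3), with 20 called lower.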

After 8 h culture on AVICEL there was no biological process, cellular component or molecular function overrepresented in the parental strain. 

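After 24 h, all 26 genes that Table S2 lists under aerobic respiration were called lower in the parental strain, with a median log2 ratio of -1.19 ± 0.06 (SD, n = 3). Of the 58 genes listed under carbohydrate catabolic process, 57 were on the array; 39 were called higher and 18 lower, and their median was 1.82 ± 0.11 (SD, n = 3). Under the series matrix values this median was -0.07. The 20 genes of pyruvate metabolic process had a median of -1.39 ± 0.12 (SD, n = 3), 16 lower and 4 higher. The 7 cellulose metabolic genes were all called higher, with a median of 7.05 ± 0.18 (SD, n = 3).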

After 24 h culture in AVICEL containing media, the parental strain demonstrated an overrepresentation in the modulation of genes involved in aerobic respiration, carbohydrate related catabolic/metabolic processes and ribosomal biogenesis (Table 4, Additional file 4: Table S2). 

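Of the 56 ribosome biogenesis genes on the array, 52 were called lower at 24 h in the parental strain, 41 in ∆*schA* and 44 in ∆*snfA*. Their median log2 ratios were -1.01 ± 0.02 (SD, n = 3), -0.62 ± 0.26 (SD, n = 3) and -0.71 ± 0.06 (SD, n = 2), respectively. The ∆*schA* median was 0.02 under median centring, and the parental median was 3.26 under the series matrix values. The difference from the parental strain was called for 6 of these genes in ∆*schA*, all lower in the parental strain. In ∆*snfA* it was called for 4 genes, 3 lower and 1 higher in the parental strain. Adjusted over the list alone, limma called 0 of them in either mutant, while 29 and 12 had an unadjusted p under 0.05. All 30 genes of the mitochondrial ribosome were called lower in the parental strain and in ∆*schA*, and 28 in ∆*snfA*. Their medians were -1.33 ± 0.00 (SD, n = 3), -1.16 ± 0.28 (SD, n = 3) and -1.05 ± 0.11 (SD, n = 2); under the series matrix values the ∆*schA* median was 1.22.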

The overrepresentation of multiple ribosomal components was specific to the parental strain. In addition to the processes overrepresented in parental strain, the ∆*schA* strain also showed an overrepresentation of alcohol and quinone metabolic processes, plus the production of energy derived from organic compounds. 

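Among the 53 genes that Table S2 lists for ∆*schA* under alcohol metabolic process, 32 were called lower and 19 higher in ∆*schA*, with a median log2 ratio of -0.72 ± 0.08 (SD, n = 3) that was 0.14 under the series matrix values. The parental median was -0.52 ± 0.14 (SD, n = 3) and the ∆*snfA* median -0.55 ± 0.01 (SD, n = 2); both changed sign under median centring, to 0.12 and 0.16. For 17 of these genes the ratio was called higher in the parental strain than in ∆*schA*, and limma called 0 lower (4 at an unadjusted p under 0.05). It was lower in ∆*schA* than in ∆*snfA* for 11 and higher for 2. The 7 genes of ubiquinone biosynthetic process had medians of -1.70 ± 0.19 (SD, n = 3) in ∆*schA* and -1.48 ± 0.09 (SD, n = 3) in the parental strain, with 6 genes lower in each. By limma 0 of the 7 differed between them, while 3 were higher in the parental strain adjusted over the list alone, as at an unadjusted p under 0.05. The 27 genes of energy derivation by oxidation of organic compounds had a median of -1.28 ± 0.14 (SD, n = 3) in ∆*schA* and -1.43 ± 0.11 (SD, n = 3) in the parental strain, with 22 lower in each and 2 called higher in the parental strain than in ∆*schA*.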

No biological process, cellular component or molecular function was overrepresented in the ∆*snfA* strain after 24 h growth on AVICEL.

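In ∆*snfA* at 24 h, 25 of the 26 aerobic respiration genes were called lower, as in ∆*schA*, with medians of -1.06 ± 0.23 (SD, n = 2) and -1.12 ± 0.22 (SD, n = 3). Between the parental strain and ∆*snfA*, limma called 0 of them different, with 7 at an unadjusted p under 0.05. Of the 57 carbohydrate catabolic genes, 37 were called higher and 15 lower in ∆*snfA*, with a median log2 ratio of 0.60 ± 0.17 (SD, n = 2). In ∆*schA*, 32 were called higher and 20 lower, and the median of 0.31 ± 0.09 (SD, n = 3) was -0.61 under the series matrix values. The ratio was higher in the parental strain than in ∆*snfA* for 25 of these genes and higher than in ∆*schA* for 33.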

**Table 4:** **The overrepresented GO terms from the FetGOat analysis (*p *<0.05) of the genes differentially expressed within the parental and ∆*schA *strains post transfer from CM to MM plus AVICEL for 24 h**

**Parental**		**∆*schA***	
**Carbohydrate catabolism / metabolism**		**Carbohydrate catabolism / metabolism**	
GO:0016052	carbohydrate catabolism	GO:0044262	carbohydrate metabolism
GO:0030243	cellulose metabolism	GO:0005996	monosaccharide metabolism
GO:0044275	carbohydrate catabolism	GO:0005975	carbohydrate metabolism
GO:0006090	pyruvate metabolism	GO:0046364	monosaccharide biosynthesis
		GO:0016052	carbohydrate catabolism
**Ribosome biogenesis and rRNA processing**		**Respiration and energy production**	
GO:0022613	ribonucleoprotein biogenesis	GO:0046165	alcohol biosynthesis
GO:0000462	maturation of SSU-rRNA	GO:0006066	alcohol metabolism
GO:0000478	rRNA processing	GO:0045333	cellular respiration
GO:0030490	maturation of SSU-rRNA	GO:0009060	aerobic respiration
GO:0042254	ribosome biogenesis	GO:0015980	energy derivation by oxidation of organic compounds
GO:0016072	rRNA metabolism	GO:0006091	generation of precursor metabolites and energy
GO:0006364	rRNA processing		
GO:0000479	rRNA processing	**Quinone biosynthesis**	
GO:0034470	ncRNA processing	GO:0042375	quinone cofactor metabolism
GO:0042274	ribosomal subunit biogenesis	GO:0006744	ubiquinone biosynthesis
GO:0034660	ncRNA metabolism	GO:0006743	ubiquinone metabolism
		GO:0045426	quinone cofactor biosynthesis
**Respiration**		**Cofactors biosynthesis**	
GO:0009060	aerobic respiration	GO:0051188	cofactor biosynthesis
GO:0007005	mitochondrion organization	GO:0051186	cofactor metabolism
**Cofactors biosynthesis**			
GO:0051188	cofactor biosynthesis		
GO:0051186	cofactor metabolism		

Note that no overrepresented GO terms were identified in the ∆*snfA* strain. For the full lists of GO terms refer to Additional file 4: Table S2.

A comparison of the differentially up or down regulated genes in the parental and NPK mutant strains again demonstrated that the transcriptome of the parental strain was more distinct from the NPK mutant strain after 24 h culture in the presence of AVICEL (Figure 6), while of the two NPKs mutant strain, ∆*snfA* demonstrated the least similarity to the parental strain. 

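Of the 3399 genes called higher at 24 h in the parental strain, 2067 (60.8%) were also called in both mutants, 547 (16.1%) in ∆*schA* alone of the mutants, 231 (6.8%) in ∆*snfA* alone of the mutants and 554 (16.3%) in the parental strain only. Of the 3034 genes called lower, 1715 (56.5%) were shared by all strains, 529 (17.4%) with ∆*schA*, 179 (5.9%) with ∆*snfA*, and 611 (20.1%) were called in the parental strain only. A call in one strain and not in another does not test the difference between them. Of the 1504 genes called at 24 h in the parental strain and not in ∆*schA*, the difference itself was called for 371. Of the 2183 called in the parental strain and not in ∆*snfA*, it was called for 378. The count of genes higher in the parental strain only lay between 402 and 715 with each array left out in turn. It moved most under the methods' t-test after Benjamini-Hochberg adjustment, to 2298.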

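Table S3 lists 1104 genes for the parental strain, 867 for ∆*schA* and 640 for ∆*snfA*, 1749 genes in all. The lists were chosen by the study on the arrays examined here, so tallies over them are not independent evidence. Of the 1104 genes listed for the parental strain, 1058 were called higher at 24 h in that strain, 960 in ∆*schA* and 939 in ∆*snfA*, and 897 in all strains. The median log2 ratio over these genes was 1.54 ± 0.02 (SD, n = 3) in the parental strain, 1.08 ± 0.17 (SD, n = 3) in ∆*schA* and 1.05 ± 0.06 (SD, n = 2) in ∆*snfA*.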

The functional profile of the genes that were induced by 24 h growth in the presence of AVICEL was determined using MIPS functional categories and the CAZy enzyme database (Additional file 5: Table S3). This demonstrated that gene induction in response to growth on AVICEL was greatly dependent on SnfA and to a lesser extent SchA, while SchA showed an overlapping function with SnfA (Figure 7).

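When the response of each mutant was tested directly against that of the parental strain at 24 h, 1564 genes differed in ∆*schA* and 1311 in ∆*snfA*. Of these, 1098 (70.2%) and 956 (72.9%) had the higher log2 ratio in the parental strain. Between the mutants, 728 genes differed, 322 higher in ∆*schA* and 406 higher in ∆*snfA*. Without ∆*schA* replicate 1 of 24 h this balance was reversed, with 393 higher in ∆*schA* and 302 higher in ∆*snfA*. It kept its direction with any other array left out. Without parental replicate 2 the ∆*schA* count was 1016, without ∆*snfA* replicate 2 the ∆*snfA* count was 563, and without ∆*snfA* replicate 1 the count between the mutants was 226. The share higher in the parental strain was lower with Feature Extraction's log ratios, at 52.9% for ∆*schA* (733 higher, 653 lower) and 52.3% for ∆*snfA* (505 higher, 461 lower). For ∆*snfA* it was 62.5% under median centring (544 higher, 326 lower). It fell below 50.0% only with the series matrix values, at 35.7% for ∆*snfA* (509 higher, 917 lower), where ∆*schA* had 51.6% (275 higher, 258 lower). Among the genes measured in CM and on AVICEL in both strains, 997 of 6085 differed in ∆*schA* and 794 of 5863 in ∆*snfA*, with 68.7% and 69.1% higher in the parental strain. No slide held parental and ∆*schA* arrays of the same time. The slide could be a fixed block only for ∆*schA*, which left 428 genes, in a fit that can be made only through ∆*schA* replicate 3 of 8 h, the array that links the slides. Both mutants differed from the parental strain in the same direction at 687 genes, and the differences correlated across genes with r = 0.65. Genes called in both with opposite directions are not in this count. In 50 simulated draws of unchanged groups against the same parental arrays, the mean r was 0.447 and 0 calls were shared. The draws held no changed gene and took genes as independent. They leave out effects of an array or slide on many genes together, so they do not limit the r of such effects. Genes are not independent replicates. Among the 1104 Table S3 genes listed for the parental strain, the log2 ratio was higher than in ∆*schA* for 425 and lower for 23 (521 and 43 adjusted over the list alone), and higher than in ∆*snfA* for 403 and lower for 18 (525 and 34). With the slide as a fixed block the ∆*schA* counts were 136 and 7, and with Feature Extraction's log ratios they were 211 and 43, against 133 and 36 for ∆*snfA*. With the series matrix values the counts were 47 and 65 for ∆*schA* and 10 and 469 for ∆*snfA*. From the comparison of which genes were called induced in each strain, the paper concludes that induction on AVICEL depended greatly on SnfA and to a lesser extent on SchA, with overlapping functions.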

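The cellobiohydrolase gene AN0494 had a log2 ratio of 6.52 ± 0.18 (SD, n = 3) in the parental strain, -0.11 ± 0.25 (SD, n = 3) in ∆*schA* and 1.22 ± 0.31 (SD, n = 2) in ∆*snfA*. Its parental ratio exceeded that of ∆*schA* by 6.63 (standard error 0.14, adjusted p = 3.8e-11 from limma) and that of ∆*snfA* by 5.30 (standard error 0.16, adjusted p = 2e-09 from limma). The ∆*schA* ratio was 0.50 under median centring. Under the series matrix values the gene was called in no strain, its difference from ∆*schA* was not called and that from ∆*snfA* was -0.20. The putative alpha-glucosidase gene AN8953 had a ratio of 5.89 ± 0.42 (SD, n = 3) in the parental strain. In the mutants its CM signal was not well above background, and AVICEL was at least 1.2-fold higher in ∆*schA*, which was called only with a normexp offset of 0 or Feature Extraction's log ratios, and at least 6.04-fold higher in ∆*snfA* (4.33-fold without replicate 1). The parental ratio of AN5463 was 5.92 ± 0.23 (SD, n = 3), and its bounds were at least 1.29-fold in ∆*schA* and at least 3.17-fold in ∆*snfA*. On the series matrix values the parental ratios of AN8953 and AN5463 were negative. AN11378 was higher on AVICEL in the parental strain, at 1.61 ± 0.12 (SD, n = 3), and lower in ∆*snfA*, at -2.44 ± 0.41 (SD, n = 2), a difference of 4.05 (standard error 0.16, adjusted p = 2.3e-07 from limma). In ∆*schA* its ratio was -0.88 ± 0.07 (SD, n = 3), which was 0.06 under median centring.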

**Figure 6:**
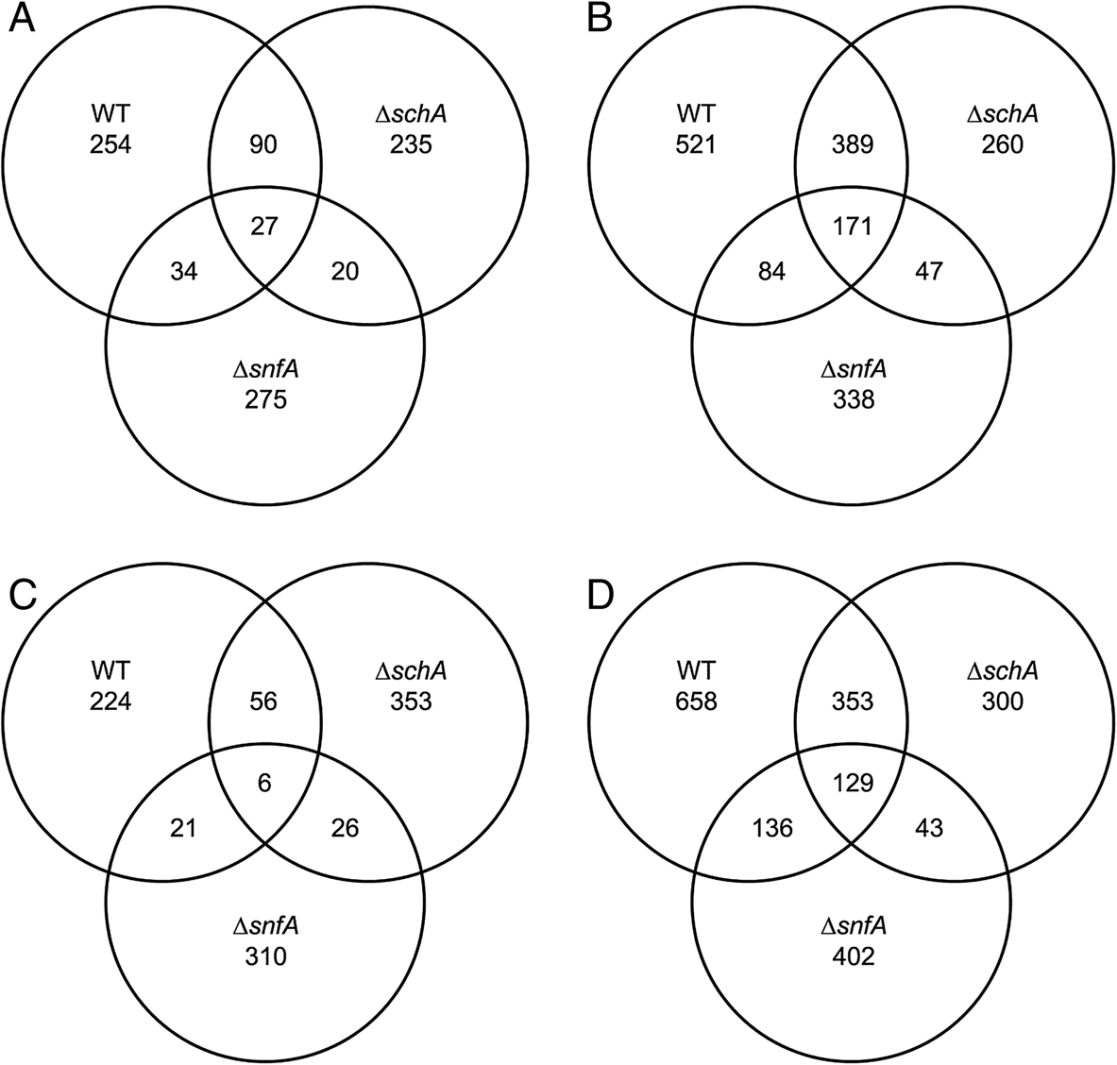
**The identification of the genes modulated by *schA *and *snfA *upon growth on AVICEL.** The venn diagrams for the differentially up **(A,B)** or down **(C,D)** regulated genes (*p* < 0.01) in the parental (WT), ∆*schA* and ∆*snfA* strains post 8 **(A,C)** and 24 h **(B,D)** growth on AVICEL as a sole carbon source.

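At 8 h, 2028 genes were higher in the parental strain, of which 608 (30.0%) were shared with both mutants, 610 (30.1%) with ∆*schA*, 168 (8.28%) with ∆*snfA* and 642 (31.7%) with neither. Among the 1649 lower genes, 387 (23.5%) were shared with both, 646 (39.2%) with ∆*schA*, 68 (4.12%) with ∆*snfA* and 548 (33.2%) with neither. At 24 h, 388 genes were higher in ∆*schA* only, 163 in ∆*snfA* only and 64 in both mutants but not in the parental strain. Tested directly at 8 h, 1851 genes differed between the parental strain and ∆*schA* and 1991 between the parental strain and ∆*snfA*. The ∆*snfA* count was 739 without ∆*snfA* replicate 1. With the slide as a fixed block, 295 genes differed in ∆*schA*, in a fit that can be made only through parental replicate 1 of 24 h. Among the genes measured in both strains, 1375 of 5955 differed in ∆*schA* and 1684 of 5866 in ∆*snfA*. Of all the called differences, 59.0% (1092) and 63.9% (1272) were higher in the parental strain. Under median centring the shares were 31.5% (510 higher, 1111 lower) and 49.6% (686 higher, 698 lower). AN11046, a gene of unknown function that Table S3 describes as induced by nitrate, had a log2 ratio of 6.30 ± 0.57 (SD, n = 3) in ∆*schA* at 8 h, while in the parental strain its CM signal was not well above background and AVICEL was at least 2.43-fold higher. The parental call was lost without replicate 2 (1.21) or replicate 3 (1.29) and with the series matrix values. AN8123 was higher on AVICEL in the parental strain, at 1.89 ± 0.62 (SD, n = 3), and lower in ∆*schA*, at -1.96 ± 1.00 (SD, n = 3). The ∆*schA* call was lost with own groups only, and the difference was not called with the slide as a fixed block; nothing was called for this gene with the series matrix values. The putative hydrophobin gene AN6401 had ratios of 4.91 ± 0.56 (SD, n = 3) in ∆*schA* and 3.90 ± 0.01 (SD, n = 2) in ∆*snfA*. Both of these calls were lost with the series matrix values. In the parental strain AVICEL was at least 1.13-fold higher for AN6401, which was called only with no background correction, a normexp offset of 0, Feature Extraction's log ratios or the slide as a random block. The CM signal of AN8647 was not well above background in any strain, AVICEL was at least 24.1-fold higher in the parental strain and at least 4.02-fold higher in ∆*schA*, and with the series matrix values both of these ratios were negative. For ∆*snfA*, where AVICEL was well above background on 1 of 2 arrays, no fold is given; the gene was called there only with a normexp offset of 0. The nitrate reductase gene *niaD* (AN1006) had a ratio of 3.37 ± 0.23 (SD, n = 3) in the parental strain, 0.05 ± 0.30 (SD, n = 3) in ∆*schA* and -0.57 ± 0.02 (SD, n = 2) in ∆*snfA*. Since the AVICEL medium also held nitrate salts, the ratios of *niaD* and AN11046 cannot be put down to AVICEL itself. The ∆*schA* ratio was called only under median centring. The ∆*snfA* ratio was 0.21 under median centring and was not called without either of its replicates, at -0.55 without replicate 1 and -0.58 without replicate 2. The difference from the parental strain was not called in either mutant with the series matrix values.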

**Figure 7:**
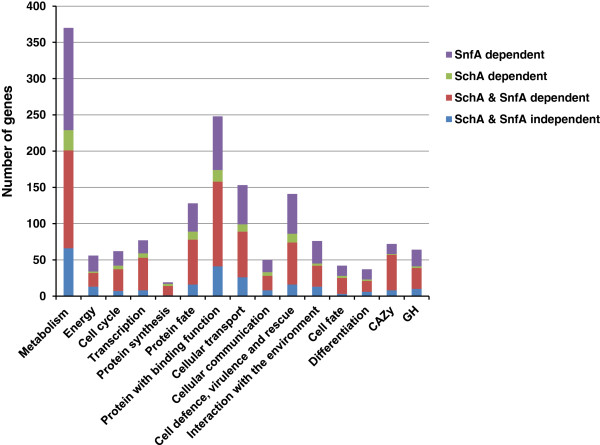
**The contribution of *schA *and *snfA *to AVICEL-induced gene induction.** The distribution of different functional categories and CAZy enzymes, including glycoside hydrolases (GH), among the genes that demonstrated elevated transcription, in the parental strain, post 24 h growth on AVICEL, and whether this induction was dependent on the action of *schA* and/or *snfA*. Note; the near absence of genes independent of *schA* or *snfA* (blue), the substantial contribution of *snfA* represented by the sum of *snfA* dependent (purple) and *snfA* plus *schA* dependent (red) genes, while the majority of *schA* dependent genes overlapped with *snfA* and only a limited number of genes were specifically *schA* dependent responses (green).

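The direct test was also applied to the 1104 genes of Table S3 that are listed for the parental strain. The parental log2 ratio was higher than in both mutants for 281 genes and higher than in neither for 557. Between the mutants, the ratio was higher in ∆*schA* for 70 and higher in ∆*snfA* for 89 (10 and 13 with limma on own groups only).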

The CAZy enzymes within these datasets were identified to create a profile of the hydrolytic capacity of each strain. In total, 54 glucoside hydrolases were induced by AVICEL in the parental strain, of which 31 were specifically induced in the parental strain, 8 were induced in all three strains, 14 induced in both the parental and ∆*schA* strains and only one was induced by both the parental and ∆*snfA* strains (Figure 8)*.* Multiple hemicellulase enzymes were also induced by 24 h growth on AVICEL, despite the absence of a specific inducer in the medium. 

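Table S3 gives a glycoside hydrolase family to 71 genes, 64 of which it lists for the parental strain. It places 29 of them in the parental strain only, 23 in that strain and ∆*schA*, 2 in that strain and ∆*snfA* and 10 in all. At 24 h all 71 were called higher in the parental strain, 60 in ∆*schA* and 68 in ∆*snfA* (61 and 70 adjusted over the list alone), while 2 were called lower in ∆*schA* and 1 in ∆*snfA*. All strains shared 59 of the calls, the parental strain and ∆*snfA* shared 9, the parental strain and ∆*schA* shared 1, and 2 were called in the parental strain only. The direct test called the parental log2 ratio higher than in ∆*schA* for 51 genes (56 adjusted over the list alone) and higher than in ∆*snfA* for 42 (51 adjusted over the list alone). Lower parental ratios numbered 0 by limma, and 0 at an unadjusted p under 0.05. With the slide as a fixed block 31 were higher than in ∆*schA*. With Feature Extraction's log ratios the counts for ∆*schA* and ∆*snfA* were 34 and 11. With the series matrix values, 7 were higher and 9 lower in the parental strain than in ∆*schA*, and 0 higher (1 at an unadjusted p under 0.05) and 34 lower than in ∆*snfA*. The ∆*schA* ratio was called lower than the ∆*snfA* ratio for 22 of the genes and higher for 1. Only 4 were called lower with limma on own groups only, and 10 with replicates 1 and 2 of each strain. Many of these genes were dim in CM. The CM signal was well above background on at least 1 array for 60 of the 71 in the parental strain, 47 in ∆*schA* and 45 in ∆*snfA*. Among genes measured in both strains, the parental ratio was higher than in ∆*schA* for 34 of 47 and higher than in ∆*snfA* for 22 of 45, and the ∆*schA* ratio was lower than the ∆*snfA* ratio for 11 of 41. Over the 64 genes listed for the parental strain, the median ratio was 3.26 ± 0.22 (SD, n = 3) in the parental strain, 1.33 ± 0.17 (SD, n = 3) in ∆*schA* and 1.88 ± 0.14 (SD, n = 2) in ∆*snfA*.

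**Figure D2:**
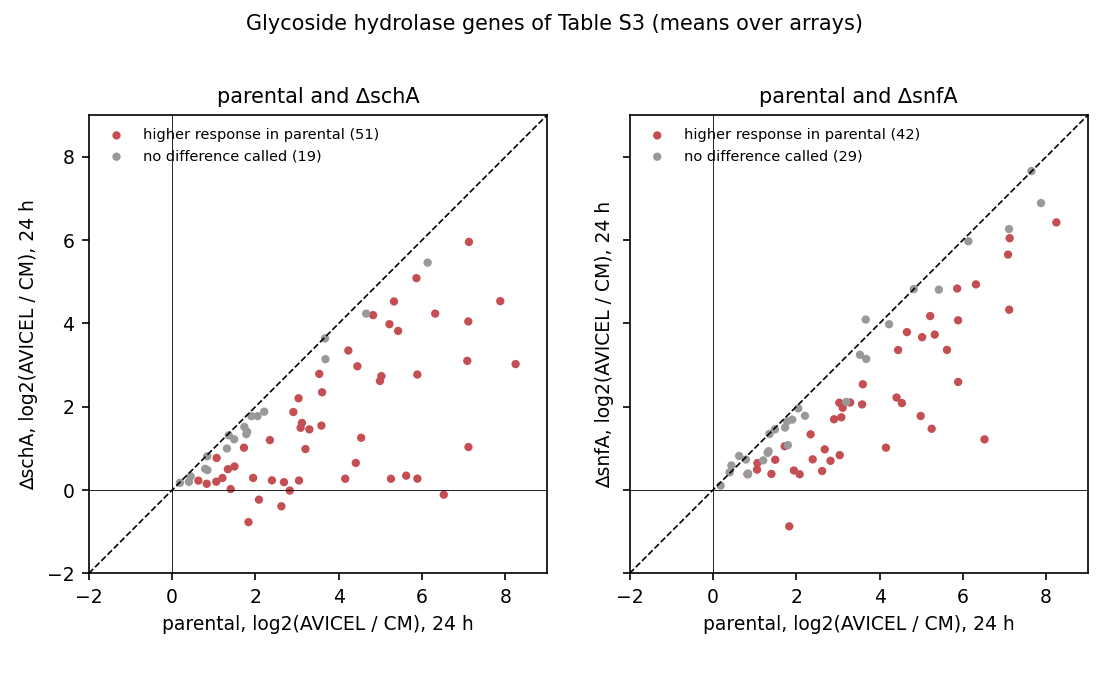
Mean log2 ratio of AVICEL to CM at 24 h of the glycoside hydrolase genes of Table S3, the parental strain on the x axis and each mutant on the y axis; the dashed line marks equal ratios. All 70 genes with both values lie below the line in ∆*schA* and 65 of 71 in ∆*snfA*, with normexp and loess values. With the series matrix values, which on the parental arrays differ from the processed signals by powers of 10, the called differences from ∆*snfA* have the opposite sign.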

Subsequently, the expression of transcription factors known to be involved with hydrolytic enzyme production was assessed (Additional file 5: Table S3). The expression of *creA* and *araR* did not show differential regulation at either timepoint, in all the three strains. However, *xlnR* was expressed to a higher level in the parental and ∆*snfA* strains after 24 h growth in the presence of AVICEL, but not in the ∆*schA* strain. 

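The files and the reference pair no probe with the name *araR*. The probe of *creA* (AN6195) was well above background in both channels on all arrays. After 8 h its log2 ratio was 0.85 ± 0.39 (SD, n = 3) in the parental strain (called higher at an adjusted p = 0.0021 from limma), 1.02 ± 0.21 (SD, n = 3) in ∆*schA* (adjusted p = 0.00044) and 0.52 ± 0.41 (SD, n = 2) in ∆*snfA* (adjusted p = 0.095). After 24 h it was 1.13 ± 0.28 (SD, n = 3) in the parental strain (adjusted p = 8.2e-05 from limma), 1.19 ± 0.36 (SD, n = 3) in ∆*schA* (adjusted p = 6.9e-05) and 0.85 ± 0.15 (SD, n = 2) in ∆*snfA* (adjusted p = 0.0051). The ∆*snfA* call was lost without replicate 1, where the ratio was 0.75. Under the series matrix values *creA* was not called at 24 h in any strain. The parental strain differed at 24 h from neither ∆*schA* (-0.06, adjusted p = 0.91 from limma) nor ∆*snfA* (0.28, adjusted p = 0.61 from limma).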

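The log2 ratio of *xlnR* (AN7610) after 24 h was 1.12 ± 0.04 (SD, n = 3) in the parental strain (adjusted p = 7.8e-09 from limma). In the mutants its CM signal was not well above background, and AVICEL was at least 1.69-fold higher in ∆*schA* (adjusted p = 3.7e-07 from limma) and at least 1.38-fold higher in ∆*snfA* (adjusted p = 0.0002 from limma). On the series matrix values the ratio was not called in the parental strain or ∆*snfA*. Whether the strains differed could not be tested, since the ratio in each mutant is only a bound.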

The induction of *clrB* was substantially greater than that of *clrA* in the parental strain but this induction was absent in the ∆*schA* and ∆*snfA* strains. 

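The Gcn4p homolog gene AN3675 had a log2 ratio of 2.66 ± 0.28 (SD, n = 3) in the parental strain after 24 h, 1.94 ± 0.59 (SD, n = 3) in ∆*schA* and 0.92 ± 0.31 (SD, n = 2) in ∆*snfA*, and was called higher in all of them. The ∆*snfA* call was lost without either replicate, at 1.14 without replicate 1 and 0.70 without replicate 2, and with the series matrix values. In the parental strain the ratio exceeded that of ∆*snfA* by 1.74 (standard error 0.37, adjusted p = 0.0091 from limma), which was not called under median centring or without ∆*snfA* replicate 1, where it was 1.52. Its difference from ∆*schA* was not called (0.73, adjusted p = 0.18 from limma) except with the slide as a random block. The CM signal of *alcR* (AN8978) was not well above background in the parental strain or ∆*snfA*, where AVICEL was at least 3.78-fold and at least 2.27-fold higher. In ∆*schA* the ratio was 0.86 ± 0.29 (SD, n = 3), with CM measured on 1 array. The gene was called higher in all strains. With the series matrix values its ratios in the parental strain and ∆*schA* were negative. The ratio of *facB* (AN0689) was 1.21 ± 0.13 (SD, n = 3) in the parental strain, 0.78 ± 0.19 (SD, n = 3) in ∆*schA* and 1.18 ± 0.16 (SD, n = 2) in ∆*snfA*. All were called higher, and neither difference from the parental strain was called, except that from ∆*schA* with the slide as a random block.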

Additional transcription factors modulated only in the parental strain included a Gcn4p homolog (AN3675), which is involved in glycogen homeostasis, autophagy and starvation stress responses, positive regulators of the ethanol regulon (*alcR*) and acetate utilisation (*facB*). In both of the parental and ∆*schA* transcriptional responses an amino acid starvation (AN1812) and the fatty acid utilisation *farA* transcription factors were also induced.

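The bZIP gene AN1812 had a log2 ratio of 4.68 ± 0.19 (SD, n = 3) in the parental strain, 3.11 ± 0.11 (SD, n = 3) in ∆*schA* and 1.97 ± 0.12 (SD, n = 2) in ∆*snfA*, and was called higher in each. The parental ratio exceeded that of ∆*schA* by 1.57 (standard error 0.22, adjusted p = 0.00051 from limma), which was not called with the slide as a fixed block, and that of ∆*snfA* by 2.71 (standard error 0.25, adjusted p = 2.6e-05 from limma). The ratio of *farA* (AN7050) was 1.04 ± 0.14 (SD, n = 3) in the parental strain, 0.69 ± 0.19 (SD, n = 3) in ∆*schA* and 0.84 ± 0.00 (SD, n = 2) in ∆*snfA*, again called higher in each, while the ratios of the parental strain and ∆*schA* were negative with the series matrix values. Its difference between the parental strain and ∆*schA*, 0.35 (standard error 0.10, adjusted p = 0.042 from limma), was not called in 3 of the fits with an array left out, the lowest being 0.24 without ∆*schA* replicate 1. Nor was it called without background correction, with a normexp offset of 0, under median centring, with own groups only or with the slide as a fixed block. With Feature Extraction's log ratios it was -0.02. That from ∆*snfA* was not called (0.20, adjusted p = 0.32 from limma) and was -0.60 with Feature Extraction's log ratios. With the series matrix values both differences were negative, at -2.51 from ∆*schA* and -9.74 from ∆*snfA*.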

**Figure 8:**
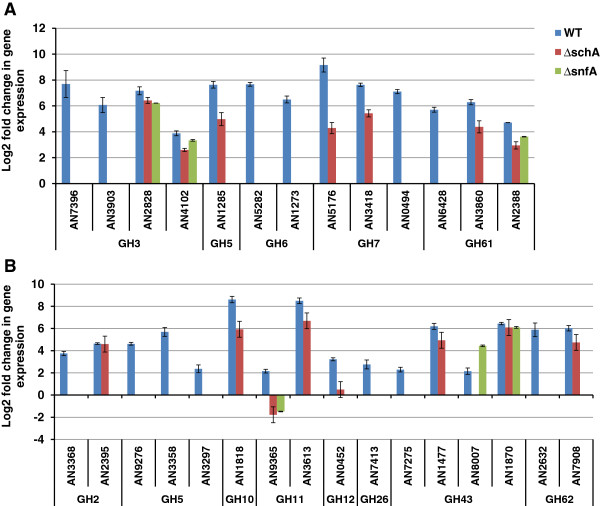
**Cellulase and hemicellulase transcription is reduced in absence of schA or snfA.** The log2 fold change in the expression of a selection of cellulases **(A)** and hemicellulases **(B)** in the parental (WT), ∆*schA* and ∆*snfA* strains post transfer from complete media to minimal media plus AVICEL as a sole carbon source for 24 h. Gene IDs and glycoside hydrolase families are presented.

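The median log2 ratio of the 13 cellulase genes of Figure 8A after 24 h was 5.89 ± 0.19 (SD, n = 3) in the parental strain, 1.61 ± 0.29 (SD, n = 3) in ∆*schA* and 3.69 ± 0.34 (SD, n = 2) in ∆*snfA*. After 8 h the medians were 0.03 ± 0.02 (SD, n = 3), 0.14 ± 0.05 (SD, n = 3) and 0.13 ± 0.13 (SD, n = 2). After 24 h, 13 of the genes were called higher in the parental strain, 11 in ∆*schA* (12 adjusted over the list alone) and 13 in ∆*snfA*. The parental ratio was higher than in ∆*schA* for 13 and higher than in ∆*snfA* for 12, and the ∆*schA* ratio was lower than the ∆*snfA* ratio for 8 (2 with own groups only). For 1 gene limma called it higher, but there the ∆*snfA* ratio is a bound and the difference is not defined. The difference from ∆*snfA* depended on the values used: 2 genes were called with Feature Extraction's log ratios, and with the series matrix values limma gave 0 higher (0 at an unadjusted p under 0.05) and 6 lower in the parental strain, with 12 of 13 lower in ∆*schA* than in ∆*snfA*. Among the cellulase genes measured in CM in both strains, the parental ratio was higher than in ∆*schA* for 7 of 7 and higher than in ∆*snfA* for 8 of 9, and the ∆*schA* ratio was lower than the ∆*snfA* ratio for 4 of 6. The endoglucanase gene *eglA* (AN1285) had ratios of 7.09 ± 0.24 (SD, n = 3), 3.10 ± 0.51 (SD, n = 3) and 5.65 ± 0.90 (SD, n = 2) in the parental, ∆*schA* and ∆*snfA* strains. In the parental strain the ratio exceeded that of ∆*schA* by 3.98 (standard error 0.32, adjusted p = 5.2e-06 from limma) and that of ∆*snfA* by 1.43 (standard error 0.36, adjusted p = 0.024 from limma). The latter was not called without ∆*snfA* replicate 2, where it was 0.80, nor without parental replicate 1 (1.30) or 2 (1.48), with own groups only or under any of the other background corrections and scalings except loess with Aquantile. For *eglB* (AN3418), which was saturated on 1 parental array, the ratios were 7.11 ± 0.14 (SD, n = 3), 4.05 ± 0.44 (SD, n = 3) and 6.27 ± 0.73 (SD, n = 2). The difference from ∆*schA* was 3.06 (standard error 0.37, adjusted p = 0.00015 from limma), not called with Feature Extraction's log ratios or the slide as a fixed block, and that from ∆*snfA* was not called (0.84, adjusted p = 0.23 from limma). Under the series matrix values the ∆*schA* ratios of *eglA* and *eglB* were -4.16 and -2.61. The cellobiohydrolase gene AN5282 had ratios of 7.11 ± 0.14 (SD, n = 3) in the parental strain and 4.33 ± 1.24 (SD, n = 2) in ∆*snfA*; in ∆*schA* its CM signal was not well above background and AVICEL was at least 2.05-fold higher, a call that was lost with own groups only and without ∆*schA* replicate 3, where the bound was 1.6-fold. Its difference from ∆*snfA* was not called with Feature Extraction's log ratios or the series matrix values. For AN1273 the ratios were 5.62 ± 0.05 (SD, n = 3) in the parental strain and 3.36 ± 0.80 (SD, n = 2) in ∆*snfA*, and AVICEL was at least 1.25-fold higher in ∆*schA*, which was not called (adjusted p = 0.057 from limma) but was under most other settings. For the putative endoglucanase gene AN6428, the parental ratio was 5.25 ± 0.12 (SD, n = 3) and the bounds were at least 1.13-fold in ∆*schA* and at least 2.77-fold in ∆*snfA*; the ∆*schA* call was lost under median centring and without replicate 2, at 0.22. The difference of AN1273 from ∆*snfA* was not called with Feature Extraction's log ratios and was reversed with the series matrix values, on which the ratios of AN1273 in the parental strain and of AN5282 and AN6428 in ∆*schA* were negative.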

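The 16 hemicellulase genes of Figure 8B had a median log2 ratio after 24 h of 3.58 ± 0.15 (SD, n = 3) in the parental strain, 1.20 ± 0.24 (SD, n = 3) in ∆*schA* and 2.01 ± 0.19 (SD, n = 2) in ∆*snfA*. For 8 of the genes the CM signal was not well above background in ∆*schA*, and the median over the ∆*schA* means was 0.92 with these genes at their bounds. The genes called higher numbered 16 in the parental strain, 13 in ∆*schA* and 15 in ∆*snfA*. The parental ratio was higher than in ∆*schA* for 12 and higher than in ∆*snfA* for 12 (13 adjusted over the list alone), and the ∆*schA* ratio was lower than the ∆*snfA* ratio for 7. With replicates 1 and 2 of each strain this count was 3, and limma on own groups only called 0 (6 at an unadjusted p under 0.05). With Feature Extraction's log ratios, 5 were higher in the parental strain than in ∆*snfA*. On the series matrix values, 1 was higher and 3 lower than in ∆*schA*, and limma called 0 higher (0 at an unadjusted p under 0.05) and 10 lower than in ∆*snfA*. Among the genes measured in CM in both strains, the parental ratio was higher than in ∆*schA* for 6 of 8 and higher than in ∆*snfA* for 5 of 8. The endoxylanase gene AN9365 was called lower on AVICEL in both mutants, with ratios of 1.83 ± 0.09 (SD, n = 3) in the parental strain, -0.77 ± 0.17 (SD, n = 3) in ∆*schA* and -0.87 ± 0.03 (SD, n = 2) in ∆*snfA*. AN1818 was saturated in the AVICEL channel on all parental arrays, and AN3613 on both ∆*snfA* arrays and on both parental arrays that gave a value; AN3613 gave no value in ∆*schA*.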

The modulation of genes involved in transport was assessed. Different groups of transporters were either up regulated upon 24 h growth on AVICEL in all strains (14 transporters), in both the parental and the ∆*schA* strains (33 transporters), in both the parental and ∆*snfA* strains (6 transporters), or specifically in the parental strain (41 transporters). 

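Table S3 describes 95 of the genes listed for the parental strain as transporters or permeases. Of these, 92 were called higher at 24 h in the parental strain, 85 in ∆*schA* and 79 in ∆*snfA* (87 and 80 in the mutants adjusted over the list alone). In all strains 77 were called higher, in the parental strain and ∆*schA* 8, in the parental strain and ∆*snfA* 2 and in the parental strain only 5. The median log2 ratio over the 95 genes was 1.88 ± 0.17 (SD, n = 3) in the parental strain, 1.21 ± 0.16 (SD, n = 3) in ∆*schA* and 1.24 ± 0.01 (SD, n = 2) in ∆*snfA*.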

Note the low number of transporters induced in the ∆*snfA* strain. 

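Tested directly, the log2 ratio of the 95 transporter genes was higher in the parental strain than in ∆*schA* for 45 (51 adjusted over the list alone), higher than in ∆*snfA* for 34 (48 adjusted over the list alone), higher than in both for 26 and higher than in neither for 42. Between the mutants, 5 were higher in ∆*schA* and 4 in ∆*snfA*. With the slide as a fixed block, 13 were higher and 1 lower in the parental strain than in ∆*schA*. With Feature Extraction's log ratios, 16 were higher and 1 lower in the parental strain than in ∆*schA*, and 13 higher and 2 lower than in ∆*snfA*. With the series matrix values, 3 were higher and 2 lower than in ∆*schA*, and limma called 0 higher (5 at an unadjusted p under 0.05) and 40 lower than in ∆*snfA*.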

The far majority of the transporters induced in the parental strain lacked a defined function in *A. nidulans.* However, the functionally defined genes included transporters of amino acid, sugar, iron, calcium and sodium (Additional file 5: Table S3). The putative sugar (AN6669) and the alpha glucoside (AN3204) transporters were only up regulated in the parental strain, while an additional putative sugar transporter (AN8737) and a high affinity hexose transporter (AN6923) were induced in both the parental and ∆*schA* strains.

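After 24 h the log2 ratio of the putative sugar transporter gene AN6669 was 3.47 ± 0.21 (SD, n = 3) in the parental strain and 1.85 ± 0.21 (SD, n = 2) in ∆*snfA* (adjusted p = 4.7e-05 from limma). In ∆*schA* its CM signal was not well above background and AVICEL was at least 1.66-fold higher (adjusted p = 0.0072 from limma), which was not called without ∆*schA* replicate 3, where the ratio was 0.65. The parental ratio exceeded that of ∆*snfA* by 1.62 (standard error 0.31, adjusted p = 0.0052 from limma). This was not called with a normexp offset of 0, with Feature Extraction's log ratios or without ∆*snfA* replicate 2, where it was 1.47. Under the series matrix values AN6669 was not called in any strain, and its difference from ∆*snfA* was -3.91. AN3204 was not well above background in either channel on any array, so no fold is given. It was not called in the parental strain (adjusted p = 0.59 from limma), except lower under median centring. The ratio of AN8737 was 4.63 ± 0.23 (SD, n = 3) in the parental strain, with CM measured on 2 arrays, 2.92 ± 0.47 (SD, n = 3) in ∆*schA*, with CM measured on 1 array, and 3.69 ± 0.47 (SD, n = 2) in ∆*snfA* (adjusted p = 2.6e-08 from limma). In the parental strain the ratio exceeded that of ∆*snfA* by 0.94 (adjusted p = 0.03 from limma), a call lost under most other settings and without ∆*snfA* replicate 2, where it was 0.61, or parental replicate 1 (0.99) or 2 (0.81). It exceeded that of ∆*schA* by 1.71 (adjusted p = 0.00029 from limma), which was not called with Feature Extraction's log ratios, the series matrix values or the slide as a fixed block. For AN6923 the ratios were 3.32 ± 0.10 (SD, n = 3), 2.06 ± 0.41 (SD, n = 3) and 2.79 ± 0.19 (SD, n = 2), all called higher. Its difference from ∆*schA*, 1.26 (adjusted p = 0.00028 from limma), was not called with a normexp offset of 0, Feature Extraction's log ratios or the slide as a fixed block. That from ∆*snfA* was not called (0.53, adjusted p = 0.086 from limma), except with own groups only and the slide as a random block. On the series matrix values the ratios of AN8737 and AN6923 were negative in the parental strain and ∆*schA*, and their differences from ∆*snfA* and that of AN6923 from ∆*schA* were reversed.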

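The files and the reference do not pair the name *xprG* with a probe. AN1414, which Table S3 describes as a p53-like regulator of extracellular proteases, had log2 ratios after 24 h of 2.10 ± 0.18 (SD, n = 3) in the parental strain and 1.49 ± 0.31 (SD, n = 3) in ∆*schA*, with CM measured on 2 arrays. In ∆*snfA* its CM signal was not well above background and AVICEL was at least 2.85-fold higher. The gene was called higher in all strains. Its difference between the parental strain and ∆*schA*, 0.61 (adjusted p = 0.048 from limma), was lost with 5 of the 6 arrays left out in turn, at 0.43 without ∆*schA* replicate 1, with own groups only, with the slide as a fixed block and under all other background corrections and scalings except loess with Aquantile. With the series matrix values the ratios of the parental strain and ∆*schA* were negative, at -5.40 and -4.90. The ratio of *hacA* (AN9397) was 3.15 ± 0.10 (SD, n = 3) in the parental strain, 2.66 ± 0.20 (SD, n = 3) in ∆*schA* and 2.74 ± 0.05 (SD, n = 2) in ∆*snfA*, called higher in each. The parental ratio exceeded that of ∆*schA* by 0.49 (adjusted p = 0.0068 from limma), not called with a normexp offset of 0, median centring, the series matrix values, own groups only or the slide as a fixed block. It exceeded that of ∆*snfA* by 0.41 (adjusted p = 0.036 from limma), a call lost without any 1 of the 5 arrays, at 0.35 to 0.44, and under every other background correction and scaling except loess with Aquantile; under median centring the difference was -0.06.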

In all strains there was an induction of the *xprG* starvation response transcription factor and *hacA*, which regulates the unfolded protein response, after 24 h growth on AVICEL, suggesting the existence of starvation induced stress. Accordingly, several starvation-related genes, *atg8*, *hxkC* and the GPCR *gprH* were also up regulated. However, despite the induction of *xprG* in all strains these three starvation-response genes were not induced in the ∆*snfA* strain, while the *xprG-*activator kinase gene *atmA* (Krohn N, unpublished results), was repressed at a low level. 

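The names *atg8*, *hxkC* and *gprH* are paired with no probe in the files or the reference. AN4255, which Table S3 describes as an atypical hexokinase that acts in carbon starvation, had log2 ratios after 24 h of 4.06 ± 0.21 (SD, n = 3) in the parental strain, 3.41 ± 0.21 (SD, n = 3) in ∆*schA* and 3.36 ± 0.22 (SD, n = 2) in ∆*snfA*, called higher in each. In the parental strain the ratio exceeded that of ∆*schA* by 0.65 (adjusted p = 0.0075 from limma) and that of ∆*snfA* by 0.70 (adjusted p = 0.011 from limma). Neither difference was called with a normexp offset of 0, median centring or Feature Extraction's log ratios, the former not with the slide as a fixed block, and the latter not without ∆*snfA* replicate 1, where it was 0.55. Both were reversed with the series matrix values, where the ratios of the parental strain and ∆*schA* were -4.36 and -3.86. The ratio of *atmA* (AN0038) in ∆*snfA* was -0.10 ± 0.01 (SD, n = 2) and was not called (adjusted p = 0.15 from limma). In the parental strain it was -0.11 ± 0.11 (SD, n = 3), called lower (adjusted p = 0.043 from limma) but not without replicate 1 (-0.07) or replicate 3 (-0.09) and not under most other settings, and in ∆*schA* it was -0.08 ± 0.06 (SD, n = 3). Under median centring all of these ratios were positive, at 0.32 in ∆*snfA*.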

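The paper's numbering pairs *sakA* with AN5728. Its log2 ratio after 24 h was 1.11 ± 0.18 (SD, n = 3) in the parental strain (adjusted p = 5.8e-07 from limma), 0.71 ± 0.13 (SD, n = 3) in ∆*schA* (adjusted p = 3.8e-05 from limma) and 0.90 ± 0.13 (SD, n = 2) in ∆*snfA* (adjusted p = 4.5e-05 from limma). The difference between the parental strain and ∆*schA* was not called (0.39, adjusted p = 0.075 from limma) except with the slide as a random block, nor was that from ∆*snfA* (0.21, adjusted p = 0.45 from limma), which was -8.33 with the series matrix values. With those values the ratios of the parental strain and ∆*schA* were -6.88 and -6.09, and that of ∆*snfA* was not called. No probe is paired with the name *gal83*. The TOR kinase gene AN5982 had ratios of 0.95 ± 0.09 (SD, n = 3) in the parental strain, 0.88 ± 0.30 (SD, n = 3) in ∆*schA* (adjusted p = 1.9e-05 from limma) and 0.76 ± 0.01 (SD, n = 2) in ∆*snfA*, the last not called with the series matrix values. The parental strain differed from neither mutant (0.07 for ∆*schA*, adjusted p = 0.82 from limma, and 0.19 for ∆*snfA*, adjusted p = 0.57 from limma).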

Other kinase sensors of energetic status including the *sakA* and the *gal83* homolog, which are both required for Snf1 activation and nuclear localisation in *S. cerevisiae*, were only induced in the parental strain, while the TOR kinase (AN5982) was only not induced in the ∆*schA* strain.

Collectively, the transcriptomic data depicts how *schA* and *snfA* are required to regulate the response to carbon limitation and growth on AVICEL. These two NPKs demonstrated a partially overlapping function in the modulation of CAZy enzyme, sugar and amino acid transporters, transcription factors and metabolism, with *snfA* appearing to be of paramount importance.

## Discussion

A deep understanding of the mechanisms by which filamentous fungi sense nutrition and cellular energetic status, thus in turn regulating hydrolytic enzyme secretion is paramount for the development of efficient industrial lignocellulosic ethanol production. Protein kinases and phosphatases act as intracellular sensors and perform central roles in numerous signalling cascades that coordinate hyphal growth and metabolism in response to nutrient availability. The presented study identified the protein kinases and phosphatases required for growth on cellulose as a sole carbon source, revealing how different subsets were required for cellulase or both cellulase and hemicellulase production. A modulation of CreA derepression was subsequently identified as the mechanism by two central NPKs, *schA* and *snfA*, controlled hydrolytic enzyme production (Figure 9).

**Figure 9:**
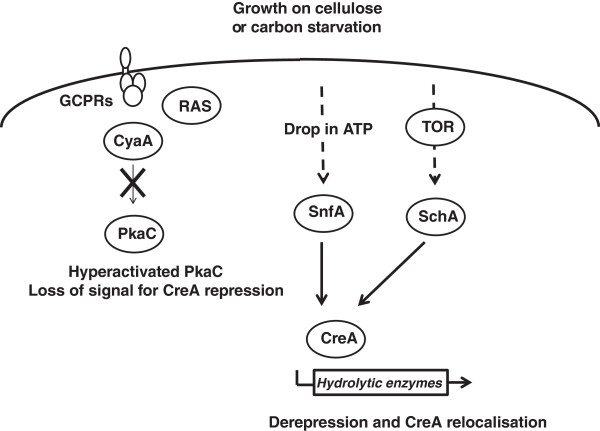
**A schematic for the mechanisms by which NPKs regulate CreA repression and hydrolytic enzyme production.** Upon growth on cellulose as a sole carbon source, a drop in phosphorylated glucose and RAS-mediated PKA activation, results in the loss of the positive signal for CreA nuclear localisation and repression. Subsequently, the drop in intracellular ATP and an alteration in TOR signalling, results in SchA and SnfA controlling CreA re-localisation and hydrolytic enzyme production. Bold arrows represent experimentally proven, while dotted arrow represent hypothetical, connections.

The transcription of lignocellulolytic enzymes is tightly controlled by the competitive action of the CreA repressor and polysaccharide specific inducers. This study demonstrated that carbon starvation resulted in the loss of CreA from the nucleus and derepression, similar to the Mig1 mechanism observed in *S. cerevisiae*[35]. A previous investigation of CreA cellular localisation utilised a fusion protein under the control of a constitutive promoter and implied that intracellular localisation was not involved in the regulation of CreA-mediated repression [36]. Such an approach could overwhelm the system and may have contributed to the differences observed between the two experimental designs. Again similar to *S. cerevisiae*, the absence of the *A. nidulans* Snf1 homolog, which in *S. cerevisiae* is involved in Mig1 nuclear export and alternative carbon usage [35], resulted in a reduced ability of *A. nidulans* to utilise cellulose, transcribe hydrolytic enzymes and relocalise CreA. This appears to be in contrast to *H. jecorina* where the Snf1 homologue has been shown to phosphorylate Mig1 when expressed in *S. cerevisiae* but not the *H. jecorina* counterpart [23], while Cre1 phosphorylation in *H. jecorina* has been shown to positively regulate DNA binding [37]. The similarity between CreA depression during growth on cellulose and carbon starvation, suggested that *A. nidulans* was experiencing starvation under both conditions. The induction of cellulases and hemicellulases when grown on cellulose as a sole carbon source, which would therefore lack a pentose metabolites and a hemicellulase inducer, has also previously been reported under carbon starvation [16] and could be the consequence of CreA derepression rather than polysaccharide specific induction. This is supported by the observation that CreA nuclear localisation was high in the presence of cellobiose, a known inducer of cellulases [38]. This concept suggests that a transient period of starvation is required from CreA derepression, thus liberating the inducer binding sites for gene induction. This is fitting with the model proposed by Delma and colleagues which observed the induction of a subset of hydrolytic enzymes under starvation conditions that were suggested to perform a scouting role [39].

In *S. cerevisiae*, the external sensing of glucose via the GPCRs-PKA pathway and the intracellular phosphorylation of glucose, which results in RAS activation, promotes Mig1-mediated CCR [19]. However, in *A. nidulans* the presence of extracellular glucose proved not to be essential, while glucose phosphorylation was essential, for CreA repression. As shown by the inability to recover CreA nuclear localisation after the addition of the non phosphorylatable 6-deoxyglucose to carbon starved CreA derepressed cultures, while CreA repression was recovered by the addition of the non metabolisable 2-deoxyglucose. The reduced endocellulolytic capacity of the activated RAS^G17V^ strain when grown on cellulose supported the concept that glucose phosphorylation and RAS signalling induces CreA repression. Interestingly, *pkaC* was identified as being required for growth similar to that of the parental strain on cellulose, while PKA activity was hyperactivated during growth on cellulose and carbon starvation. This suggests that the PKA performs additional starvation-induced roles, apart from CreA repression, which in *A. nidulans* that may directly, or indirectly, influence growth and survival on cellulose. During starvation, PKA activity increases in mammalian cells, promoting mitochondrial elongation, preventing autophagic degradation and maintaining ATP production, while the blocking of mitochondrial elongation precipitates in starvation-induced death [40]. In *H. jecorina*, a complex mechanism of light-dependent cellulase regulation has been shown to involve the adenylate cyclase (Acy1) and Pkac1. Schuster *et al.*[41] demonstrated that Acy1 had a positive effect on cellulase gene expression in light and darkness, while Pkac1 only positively influenced cellulase expression in light, but negatively influenced in darkness. Thus in *A. nidulans* PKA may perform additional functions during starvation and growth on cellulose, apart from the typical GPCR/Ras-PKA pathways (Figure 9).

Several additional NPKs involved in the starvation response of multiple organisms, such as the *atmA* and *pkpA* were also identified as being required for growth on cellulose and endocellulolytic enzyme production. In mammalian cells, the pyruvate dehydrogenase complex (PDC), generates NADPH and acetyl CoA from the oxidative decarboxylation of pyruvate and facilitates uptake into the mitochondria. The phosphorylation state of the PDC controls the flux through this irreversible reaction, thus directing metabolism towards the consumption of glucose in respiration or the preservation of glucose for gluconeogenesis [42]*.* Under starvation the pyruvate dehydrogenase kinase phosphorylates and inactivates the PDC conserving glucose and promoting fatty acid utilisation [42]. Therefore, the identification of the *pkpA* kinase suggests that a period of glucose deprivation is experienced by *A. nidulans* when grown on cellulose, which is supported by the observed up regulation of alternative carbon source usage, such as amino acid, ethanol, acetate, fatty acid and cellulose.

The ATM kinase in mammalian cells has been identified as being involved in starvation, insulin signalling and the regulation of glucose homeostasis through the action of the p53 phosphorylation target, which in turn regulates metabolism, mitochondrial respiration and glucose transporters. In addition, a p53-independent ATM pathway has been demonstrated to activate AMPK (the mammalian SnfA homolog) via LKB1 (the mammalian homolog of SakA) via dependent and independent routes [43-45]. Low glycolytic rates and energy stress experienced by *A. nidulans* grown on cellulose could result in a similar AtmA, SakA and SnfA cascade of activation, thus regulating mitochondrial function, sugar uptake, fatty acid utilisation and hydrolytic enzyme production.

The presented study demonstrated how SnfA performed a key role in CreA derepression and the modulation of transcription, metabolism and hydrolytic enzyme secretion. In mammalian and *S. cerevisiae* cells the SnfA homologs have been shown to interact with the essential TOR kinase, which is an integrator of nutrient and growth factor inputs that control cell growth [30]. Interestingly, homologs of two phosphatases revealed in this study to be required for hydrolytic enzyme production and growth on cellulose, are involved in TOR signalling in *S. cerevisiae*. Homologs of the SchA kinases have been shown to operate downstream of TOR [46]. The overlapping but lesser role of the SchA kinase, when compared to SnfA, in the regulation of the transcriptional response to growth on cellulose, in addition to the similar inability to relocalise CreA upon growth on cellulose, suggests that SchA may also have synergistic functions to SnfA in *A. nidulans*, possibly integrating the TOR signal. Similarly in *S. cerevisiae* and *A. nidulans*, the SchA kinase has also been shown to have synergistic and opposing functions with PKA, in the regulation of transcription [33,47].

Multiple NPKs and NPPs involved in filamentous growth, polarisation, and morphogenesis were also identified as being required for growth on cellulose and hydrolase secretion. Endo- and exo-cytosis are key processes for the sensing of, and interaction with, the environment. Such processes have been shown to regulate glucose transporters in mammalian cell [48]. Therefore, the identification of such NPKs and NPPs could represent the impact of these mutations on endo- exo-cytosis, thus influencing secretion, the distribution of transporters in the cell membrane and the import of inducer molecules.

## Conclusion

An initial period of carbon starvation appears to play a role in the activation of the nutrient/energy sensing kinase pathways and that CreA derepression is an essential prerequisite for hydrolytic enzyme induction. Through homology with more extensively studied systems, a model for how the identified kinases and phosphatases regulate hydrolytic enzyme production can be postulated. However, the genetic interactions between these kinases and phosphatases in *A. nidulans* require further study prior to the reconstruction of relevant signalling cascades. Even so, it is clear that SnfA-mediated CreA derepression and transcriptional responses, which regulate metabolism, transport and hydrolytic enzyme secretion, are paramount for growth on cellulose, while the SchA kinase appeared to have an overlapping mechanism and synergistic function with SnfA.

## Methods

### Strains and culture conditions

The parental *A. nidulans* TNO2a3 (*pyrG89; pyroA4; nkuA::argB*) strain was used as a reference in all experiments. The null mutant collections of 103 non-essential protein kinases (NPKs) and 28 non-essential phosphotases, created by *in vivo* recombination in *S. cerevisiae* followed by *A. nidulans* protoplast transformation (http://www.fgsc.net/Aspergillus/KO_Cassettes.htm; [49,50]) were utilised. The ∆*cyaA* and the activated RAS^G17V^ strains were provided by N. Keller, University of Wisconsin-Madison, USA [34]. The ∆CreA strain was provided by M. Flipphi, Instituto de Agroquímica y Tecnología de Alimentos, Spain [34]. All fungal strains were propagated on complete (2% w/v glucose, 0.5% w/v yeast extract, trace elements) or minimal media (1% w/v glucose, nitrate salts, trace elements, pH 6.5) plus 2% w/v agar.

### Screening for reduced growth on AVICEL

Complete media (CM) cultures (50 ml) were inoculated with 1×10^7^ conidia and incubated on a rotary shaker (180 rpm) set at 37°C for 24 h. Liquid minimal media (MM) cultures containing 1% AVICEL, instead of glucose as a carbon source were prepared as with the CM cultures, but were incubated for 10 days under the same conditions. The mycelia of the CM and MM plus AVICEL cultures were filtered, frozen in liquid nitrogen and freeze dried prior to the determination of dry weight and total protein content, respectively. The fungal biomass (dry weight) within the MM plus AVICEL cultures cannot be measured directly, due to the presence of AVICEL. Therefore, total protein content was used as a relative measurement. The mycelia from the AVICEL cultures was ground in liquid nitrogen and added immediately to the protein extraction buffer (Tris base pH 7.5 25 mM, EGTA pH 7.5 15 mM, MnCl_2_ 15 mM, plus a protease inhibitor cocktail (Roche)), vortexed for 5 min prior to centrifugation for 15 min at 14000 g. Protein content was measured using the Bio-Rad protein assay according to manufacturer’s instructions.

### Media shift experiments and enzyme activity assays

Cultures of MM plus 1% fructose (50 ml) were inoculated with 1×10^7^ conidia and incubated on a rotary shaker (180 rpm) set at 37°C for 24 h. Subsequently, the mycelia of the transfer cultures were washed with sterile water, resuspended in liquid MM plus 1% AVICEL or xylan and incubated under the same conditions for 5 or 3 days depending on the respective carbon source. The cultures were filtered and the mycelia frozen in liquid nitrogen prior to being freeze dried for RNA extraction. The culture supernatants were collected for endo- cellulase or xylanase activity assays (Megazyme) according to manufacturer’s instructions.

### Peptag cAMP dependant protein kinase A (PKA) activity assays

Media shift cultures were prepared as described previously. Post washing, the mycelia was transferred to a range of different carbon sources, as stated in the relevant figure and results section, for 8 h. The mycelia from the transfer cultures was collected by filtration, then frozen and ground in liquid nitrogen. Total protein was extracted as described previously and the Peptag cAMP dependent PKA activity assay (Promega) performed according to manufacturer’s instructions. Quantification of the intensity of the phosphorylated substrate was determined via densitometry analysis using the ImageJ software. Results are presented as the total PKA activity per culture.

### Construction of modified strains

The construction of the CreA::GFP strain was performed according to Colot *et al*. [51]. Standard molecular techniques were performed according to Sambrook and Russel [52]. The 5’ untranscribed region (UTR) plus the *creA* gene (minus the stop codon), the *gfp* gene plus a spacer, the *pyrG* gene and the 3’ UTR were co-transformed into *S. cerevisiae*. Homologous recombination within *S. cerevisiae* created the construct, which was subsequently amplified from pooled *S. cerevisiae* DNA, and 20 μg transformed into TNO2a3 according to Osmani *et al*., [53]. Transformants were selected via their ability to grow on solid MM plus pyridoxine in the absence of uridine and uracil. Homologous integration was confirmed via PCR. Sexual crosses between the CreA::GFP or ∆CreA strains with the ∆*schA* and ∆*snfA* strains were confirmed by PCR, using the relevant external forward and exon reverse primers, while the absence of *atmA* was confirmed via increased camptothecin sensitivity (75 μM). The primers used are listed in Additional file 6: Table S4.

### Microscopy

Strains were inoculated onto a coverslip and incubated for 12 h at 25°C in liquid MM plus various carbon sources (1% carbon w/v). During media shift experiments the coverslips were washed with MM lacking a carbon source prior to the addition of the following media and incubated at 25°C, for the duration stated in the text (dependent on carbon source). In the case of 2-deoxyglucose and 6-deoxyglucose, a final concentration 6 mM of either compound was added to 5 h carbon starved cultures and incubated for an additional hour prior to examination. Mycelia mounted on the coverslips were washed with phosphate buffered saline (PBS; 140 mM NaCl, 2 mM KCl, 10 mM NaHPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4). The mycelia were then stained with 100 ng/ml Hoescht 33258 (Molecular Probes) for 2 min. The mycelia were washed again in PBS and examined using a Zeiss epifluorescence microscope with excitations of 359, 498 nm and emissions 461, 516 nm for Hoescht and GFP respectively. Phase contrast bright-field and fluorescent images were captured with AxioCam camera (Carl Zeiss) and processed using the AxioVision software version 3.1.

### RNA extraction and quantitative PCR

Total RNA was isolated using TRIZOL (Invitrogen), treated with DNase (Promega) and purified using the RNeasy® Mini Kit (Qiagen) according to manufacturer’s instructions. RNA integrity was confirmed using the Bioanalyser Nano kit (Agilent technologies) and the Agilent Bioanalyser 2100. Purified RNA was used for cDNA synthesis using Superscript III (Invitrogen) according to manufactures instructions. Quantitative PCRs were performed as previously described [54]. The Taqman fluorescent probes (Invitrogen) used for the endoglucanase genes *eglA* (AN1285) and *eglB* (AN3418) [55] are listed in Additional file 6: Table S4. Expression of the tubulin gene *tubC* (AN6838) was used as an endogenous control.

### Microarray analysis

The parental, ∆*schA* and ∆*snfA* strains (1×10^7^ conidia) were incubated in 50 ml CM on a rotary shaker (180 rpm) set at 37°C for 24 h. The mycelia were washed with sterile water and transferred to MM plus AVICEL for 8 and 24 h. Post incubation, the mycelia was collected by filtration and frozen in liquid nitrogen. Total RNA was extracted and integrity confirmed as described previously. The synthesis of cDNA from 200 ng of RNA and the array hybridisations were performed according to Souza *et al.*[56] with a minor modification to the quantity of RNA used. The RNA isolated from the CM cultures was used as the reference for the MM plus AVICEL of each strain. The dataset was deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47810).

Genes were determined as differentially expressed between the CM and MM plus AVICEL via a *t*-test (*p* < 0.01) performed within the Mev software [57]. The overrepresented GO terms within the differentially expressed gene sets from each strain were identified using the FetGOat software (http://www.broadinstitute.org/fetgoat/index.html). The differential regulation of gene expression between the three strains post transfer to MM plus AVICEL was determined via venn analysis and the functional profile of the gene lists determined using FunCats (http://pedant.gsf.de/pedant3htmlview/pedant3view?Method=analysis&Db=p3_p130_Asp_nidul). Secreted proteins and hydrolytic enzymes were identified using TargetP (http://www.cbs.dtu.dk/services/TargetP/) and the CAZy enzyme database (http://www.cazy.org/) respectively.

### Statistical analyses

Three biological replicates were performed for all experiments and the statistical tests for significance determined via a one-tailed *t*-test (* *P* <0.05, ** *P* < 0.01, *** *P* < 0.001), unless stated otherwise, using Prism 3.0 (GraphPad).

## Abbreviations

ATP: Adenosine triphosphate; cAMP: Cyclic adenosine monophosphate; CAZy: Carbohydrate active enzymes; CCR: Carbon catabolite repression; CM: Complete media; GFP: Green fluorescent protein; GO: Gene ontology; GPCR: G-protein coupled receptor; MAPK: Mitogen activated protein kinase; MM: Minimal media; NADPH: Nicotinamide adenine dinucleotide phosphate; NPK: Non-essential protein kinase; NPP: Non-essential protein phosphatase; PKA: Protein kinase A complex; PDC: Pyruvate dehydrogenase complex; UTR: Untranscribed region.

## Competing interests

The authors declare that they have no competing interests.

## Author contributions

NAB contributed to the concept, design, acquisition and analysis of data, in addition to the preparation of the manuscript. PG, NK and MS contributed to the acquisition of data, and GHG contributed to the concept and design of the investigation in addition to the preparation of the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 The CreA::GFP strain demonstrated a similar phenotype to the parental strain. The CreA::GFP and parental TNO2a3 strains grown on complete media or minimal media for 4 days. Click here for file

Additional file 2: Figure S2 Endocellulase activity was restored when the NPKs kinase mutants were crossed with the ∆*creA* strain. All strains were grown in MM plus 1% fructose overnight and then transferred to AVICEL as a sole carbon source for an additional 5 days. The comparison of the endocellulase activity (U/ml) of the parental, single ∆NPKs and the ∆*creA* strains with the double ∆NPK ∆*creA* strains is presented. Click here for file

Additional file 3: Table S1 The total number of genes determined as differentially expressed (*t-*test p < 0.01) post transfer from CM to MM plus AVICEL for 8/24 h in the parental, ∆*schA* and ∆*snfA* strains. Click here for file

Additional file 4: Table S2 The FetGOat analysis of overrepresented (Fishers exact test, *p* < 0.05) GO terms within the list of genes differentially expressed in the parental and ∆*schA* strains post transfer from complete media to media containing AVICEL as a sole carbon source for 24 h. Note that no GO terms were overrepresented in the ∆*snfA* strain post media transfer. Click here for file

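The lists of Table S2 name the genes behind each overrepresented term, all taken from the genes that were differentially expressed in that strain. The reference sets and the term annotation that FetGOat used are not part of the files, so its Fisher's exact tests were not repeated. Of the lists followed here, 2 hold a gene that has no probe on the array: carbohydrate catabolic process and ribosome biogenesis.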

Additional file 5: Table S3 The genes significantly induced (*t* test, *p* < 0.01) post transfer from complete media to minimal media containing AVICEL as the sole carbon source for 24 h in the parental, ∆*schA* and ∆*snfA* strains. Genes are presented according to whether induction occurred in a single or multiple strains. The data presented includes; MIPS functional categorisation, TargetP prediction of secretion and CAZy identification. Click here for file

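The log2 values printed in Table S3 were compared with the scanner files. For the parental strain, the mean log2 ratio of Feature Extraction's processed signals over the spots and arrays of a gene equalled the printed value within 0.01 for 921 of 1104 genes, and for ∆*schA* for 726 of 867. For ∆*snfA* the gene means equalled it for 64 of 640. Values made here from normexp and loess had the same sign as the printed ones for 1079 of 1104 parental genes and 585 of 640 ∆*snfA* genes, with median differences of -0.47 and -0.71. The normexp offset of 50 draws ratios of dim spots toward 0; with an offset of 0 the median differences were 0.11 and -0.11. The values of the deposited series matrix are log2 of the processed green over red signal. On the 4 ∆*snfA* arrays they equal the ratio of the processed signals in the scanner file, within 1.4e-05. On the 12 parental and ∆*schA* arrays, 23.8% to 35.2% of the spots differ from it by a whole power of 10.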

Additional file 6: TableS4 A list of all the primers used in the presented investigation. Click here for file

# Supplementary material for: Functional characterisation of the non-essential protein kinases and phosphatases regulating Aspergillus nidulans hydrolytic enzyme production
**Source:** Biotechnol Biofuels. 2013 Jun 25;6:91. doi: 10.1186/1754-6834-6-91
**Supplement:** Additional file 3: Table S1 — The total number of genes determined as differentially expressed (t-test p < 0.01) post transfer from CM to MM plus AVICEL for 8/24 h in the parental, ∆schA and ∆snfA strains.

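Table S1 counts genes by a t-test without adjustment for the number of genes tested. For comparison, at an unadjusted p under 0.05, limma's test gave 4532 genes at 8 h and 6785 at 24 h in the parental strain, 5093 and 6302 in ∆*schA*, and 3670 and 5296 in ∆*snfA*, of 11141 to 11143 genes tested. At an adjusted p under 0.05 and a log2 ratio of at least 1 in size, the counts were 631 and 2074 in the parental strain, 967 and 1728 in ∆*schA*, and 670 and 1668 in ∆*snfA*.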

**Supplementary Table 1** The total number of genes determined as differentially expressed (*t-*test p<0.01) post transfer from CM to MM plus AVICEL for 8/24h in the parental, *∆schA* and *∆snfA* strains.

| Differentially expressed genes | Parental | *∆schA* | *∆snfA* |
| --- | --- | --- | --- |
| All | 712/2387 | 813/1692 | 693/1350 |
| Up regulated | 405/1111 | 372/867 | 356/867 |
| Down regulated | 307/1276 | 441/825 | 337/710 |

# Supplementary material for: Functional characterisation of the non-essential protein kinases and phosphatases regulating Aspergillus nidulans hydrolytic enzyme production
**Source:** Biotechnol Biofuels. 2013 Jun 25;6:91. doi: 10.1186/1754-6834-6-91
**Supplement:** Additional file 6: TableS4 — A list of all the primers used in the presented investigation.

**Supplementary Table 4 A list of all the primers used in the presented investigation**

| Primer | 5’ – 3’ sequence |
| --- | --- |
| EglA_F | GCCTGCGTCAGTTCTACTATCG |
| EglA_R | CCCCAGTTTCCCGTTCTCT |
| EglB_F | GGAGGCTAATTCGCGGAGTAC |
| EglB_R | CTCAGTTTCCTCCGGCTCATATAAA |
| TubC_F | GCCGTCGCCGAAAGTG |
| TubC_R | TGCACCGATAACGTCGCATTA |
| pRS426-CreA 5UTR_F | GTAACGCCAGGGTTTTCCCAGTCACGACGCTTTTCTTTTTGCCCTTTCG |
| pRS426-CreA 3UTR_R | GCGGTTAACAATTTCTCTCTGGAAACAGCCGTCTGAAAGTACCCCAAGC |
| CreA spacer GFP_R | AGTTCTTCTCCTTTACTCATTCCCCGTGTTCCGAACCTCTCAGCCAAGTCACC |
| PyrG-CreA 3UTR_F | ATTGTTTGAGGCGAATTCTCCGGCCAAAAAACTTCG |
| GFP-PyrG_F | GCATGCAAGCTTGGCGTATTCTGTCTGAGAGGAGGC |
| GFP_R | CTCAGACAGAATACGCCAAGCTTGCATGC |
| PyrG_R | GAATTCGCCTCAAACAATGCTCTTCACC |
| Spacer GFP_F | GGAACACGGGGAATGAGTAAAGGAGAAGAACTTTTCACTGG |
| CreA Insert check | ATAGACATGCCGTCACATGG |
| SchA 5UTR_F | TCTTGAGACGCACATTGACC |
| SchA exon_R | CAGGAGGACGAGATTCTTGC |

How the deposited data were processed for this re-analysis (not part of the article)

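RNA of the parental strain (TNO2a3), the ∆*schA* strain and the ∆*snfA* strain was measured on 16 two-colour Agilent arrays. Each strain was grown for 24 h in CM, washed and transferred to minimal medium with AVICEL for 8 or 24 h. On every array the Cy3 (green) channel holds the 24 h CM culture of a strain, and the Cy5 (red) channel holds an AVICEL culture of the same strain. Dyes were not swapped. There were 3 arrays per time point for the parental and ∆*schA* strains and 2 for ∆*snfA*. The identity of the arrays and their dyes was taken from the deposited labels.

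The authors scanned the arrays and read the images with Agilent's Feature Extraction software. Its files give, as deposited, the intensity of each spot in both channels as the mean pixel brightness with the median of the local background, without normalization, and also processed intensities that the software had background-subtracted and dye-normalized within the array. The deposited log10 ratios in these files are the red over the green processed signal, as Feature Extraction wrote them, except at 16.4% to 31.8% of the spots of an array, where the ratio is given as 0. None of these spots was well above background in either channel. The deposited series matrix holds log2 values whose making the authors did not describe. Set against the scanner files, they are log2 of the processed green over red signal, so their sign was changed before use. On the 12 parental and ∆*schA* arrays many of these values differ from that ratio by a whole power of 10, as described under the other observations.

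The spot intensities were corrected for background with limma's normexp method with an offset of 50, and the log2 ratios of red over green were normalized within each array by loess, both fitted on all spots. The 1417 control spots were left out after these steps, and 43803 spots of 11143 genes remained. Spots marked by the software as non-uniform or as population outliers (between 2.59% and 4.82% per array) were also left out then, and saturated spots were kept. The spots of a gene were averaged. Most genes had 4 spots (9499 genes) or 3 (1564 genes), and no gene had more than 1 probe. In the CM channel a median of 55.0% of the spots of an array was well above background, and in the AVICEL channel a median of 66.9%. No CM spot was saturated, and 8 to 37 AVICEL spots per array were. Between replicates of a group, Pearson's r across genes lay between 0.802 and 0.98. Genes are not independent replicates.

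A linear model with a mean for each of the 6 combinations of strain and time was fitted to all arrays with limma, so that the groups shared an estimate of the spread, followed by empirical Bayes moderation (prior degrees of freedom 1.9). Group means were tested against 0. If arrays shared a CM culture, which the paper does not state, this leaves out the spread between CM cultures. Differences between strains at the same time were tested as contrasts of the same fit. All tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested, 11141 to 11143, and a gene was called at an adjusted p under 0.05. An exact permutation test could not go below p = 0.1 with 3 arrays against 3 or 2. The fit was tested on simulated gene log2 ratios with the spread of the data, in which 200 of 11143 genes were changed by 1 or 2 on the log2 scale. It recovered 99.5% of the changed genes for the parental strain at 24 h with 10 false calls, 93% for ∆*snfA* at 24 h with 8, 91.5% for the difference between the parental strain and ∆*schA* at 24 h with 14 and 89% for that between the parental strain and ∆*snfA* with 6.

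A gene whose channel was not well above background, or was saturated, on every array of a group has only a bound there. Bounds were computed per channel after loess and Aquantile normalization, with the dim side at the higher of the probe's own signal and the lowest signal among probes well above background, and are written as "at least". They allow for a dim channel and not for the spread between arrays. A difference between strains is not defined where the ratio of either is a bound, and is then not given for a named gene. A spot was taken as well above background by the software's own mark, and a gene when a share of at least 0.5 of its spots were. The levels of different probes were not compared.

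Genes were chosen for the text by a rule. They were the genes the paper names in its microarray results or in Figure 8, *schA* and *snfA*, and the genes with the largest fitted differences between the parental strain and a mutant whose arrays do not overlap, 5 for each contrast at 24 h and 3 at 8 h. The names *clrA*, *clrB*, *araR*, *xprG*, *atg8*, *hxkC*, *gprH* and *gal83* are paired with no probe in the files or the reference and are not reported by name. Gene names were taken from the paper and from a reference table of the assembly ASM1142v1, in which 10443 of the genes on the array were matched by their older locus tag and 774 had a symbol. No coordinates were used. The lists of Table S2, Table S3 and Figure 8 were chosen by the study on the same arrays, so that counts over them, "adjusted over the list alone" or not, are not independent evidence.

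The grouping of the arrays, the tests, the rule for named genes and the alternatives were chosen before the data were examined, apart from the alternatives and tests that the closing parts name as chosen afterwards. The alternatives were no background correction, a normexp offset of 0, centring on the median in place of loess, loess followed by Aquantile normalization, Feature Extraction's log ratios, the series matrix values, a filter on dim probes (at least 2 arrays of a group with a share of 0.5 of the spots well above background, which leaves 8631 genes), limma on own groups only, replicates 1 and 2 of each strain, the slide as a random or a fixed block, the replicate number as a block, other thresholds, and the t-test of the paper's methods, called the methods' t-test, at its threshold with and without adjustment and one-tailed. Each replicate was also left out in turn. The paper's text does not name a normalization of the arrays.

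The enrichment of functional terms was not repeated, since its reference sets and annotation are not part of the files. All 16 arrays entered the fit. The work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.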

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

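The dye test and the test of the ∆*snfA* label were chosen after the results they examine were seen; the other tests of this part were planned.

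The responses to AVICEL of the strains, that is their log2 ratios of AVICEL to CM, differed when the difference itself was tested with limma. At 8 h, 1851 genes differed between the parental strain and ∆*schA* and 1991 between the parental strain and ∆*snfA*. At 24 h, 1564 genes differed between the parental strain and ∆*schA*, 1311 between the parental strain and ∆*snfA* and 728 between ∆*schA* and ∆*snfA*.

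Among these were genes called higher on AVICEL in one strain and lower in the other, with a called difference. They numbered 111 at 8 h and 71 at 24 h for the parental strain and ∆*schA*, 127 at 8 h and 58 at 24 h for the parental strain and ∆*snfA*, and 46 at 24 h for the mutants. The paper does not report genes with opposite responses.

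For ∆*schA*, an effect of the slide or scan day stays open. No slide held parental and ∆*schA* arrays of the same time, and at 24 h the strains were scanned on different days. With the slide as a fixed block, 428 genes were called at 24 h and 295 at 8 h. Each of these fits can be made only through a single array of another time, ∆*schA* replicate 3 of 8 h and parental replicate 1 of 24 h, and so does not exclude the slide. On simulated data with slide effects the fit with this block recovered 68.5% of 200 changed genes. The fit without it recovered 91.5% in another draw that held no slide effects. The simulated changes were of 1 or 2 on the log2 scale, while the median called difference at 24 h was 0.633. These shares therefore do not tell whether the lower counts come from lost power or from the slide.

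A ratio with a CM signal near background is a bound, and a difference from it is not defined. Among the genes measured in CM and on AVICEL in both strains, 1375 at 8 h and 997 at 24 h differed between the parental strain and ∆*schA*, 1684 and 794 between the parental strain and ∆*snfA*, and 517 at 24 h between the mutants.

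The arrays of the parental strain and ∆*schA* can be divided into groups of 3 in 10 ways. Only the real division, 1 of the 10, called any gene at 8 h, and the same held at 24 h, where again 1 of the 10 did. With 10 divisions chance cannot be excluded at the usual level.

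For ∆*snfA*, the 1311 genes at 24 h cannot be told apart from an effect of slide or scan day, because all ∆*snfA* arrays lay on a slide and scan day of their own. The number of arrays matters too. Without ∆*snfA* replicate 2 at 24 h the count was 563, and without ∆*snfA* replicate 1 at 8 h it was 739; for ∆*schA* it was 1016 at 24 h without parental replicate 2. Between the mutants it was 226 without ∆*snfA* replicate 1 at 24 h. Where this leaves 1 ∆*snfA* array, the lone array is assumed to vary like the other groups.

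Fewer genes were called on AVICEL at 24 h in ∆*snfA* (4696) than in the parental strain (6433). The tables argue against the smaller number of ∆*snfA* arrays as the cause, since the parental count with an array left out was at least 5728. The strain itself, and the slide and scan day that go with it, stay open.

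A dye bias of the probes would raise the ratio at both time points only where the probes have signal. The 13 cellulase genes of Figure 8A had array medians of at most 0.23 at 8 h in ∆*snfA*, on the same slide and with the same dyes, against at least 3.45 at 24 h. At 8 h the CM signal of some of them, *eglA* and *eglB* included, was not well above background. A dye bias cannot show in such dim probes, so a part of it in the ratios at 24 h stays open. Whether the arrays labelled ∆*snfA* hold RNA of a strain without *snfA* stays open: the *snfA* probe was well above background on 0 parental arrays, so its absence elsewhere decides nothing.

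Both mutants were compared with the same parental arrays, which makes their differences alike even without an effect. At 24 h the correlation across genes was 0.65, against at most 0.481 in 50 draws of unchanged groups, and at 8 h it was 0.494, against at most 0.48. The draws took genes as independent. In the data, deviations of arrays from their group means correlated across genes between -0.593 and 0.593. A correlation above that of the draws can therefore also come from effects of single arrays on many genes. A shared effect of the deletions at 24 h remains a hypothesis, since slide and scan day are tied to the strain for ∆*snfA* and stay open for ∆*schA*.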

How the results depend on the processing

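The methods' t-test on the processed signals, the power-of-ten reading, the tests of single spots and the test of the series matrix values without their powers of 10 were chosen after the data were seen; the other tests here were planned.

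The 26 counts of genes, over all genes and over the lists, stayed within a factor of 1.5 without background correction and with dim probes left out. The step of Aquantile after loess leaves log ratios as they are by construction, and the alternative of taking the brightest probe is void because no gene had more than 1 probe. The replicate block could be run for the differences between strains only, and the slide as a fixed block only for the parental strain and ∆*schA*. Over all alternatives other than leaving out an array, 280 values of a count stayed within this factor and 138 moved.

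Of 1050 log2 ratios of named genes under an alternative, 952 kept their direction and side of the threshold, 45 lost and 21 gained a call and 32 were reversed. Differences of named genes are given only where the ratio is a measured value in both strains. Of 698 such log2 differences, 588 kept theirs, 90 lost and 5 gained a call and 15 were reversed. Of 261 list medians, 161 moved by less than the SD between arrays, 90 moved by more and 10 were reversed. A scaling can shift all genes together. The series matrix values moved the median of all genes by -0.21 to -0.10, and the other scalings moved it by -0.01 to 0.04. The number of lists of Table S2 with a median above 0 in the parental strain was 2, within a factor of 1.5 under every scaling (3 under median centring).

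At an adjusted p under 0.01, genes changed on AVICEL numbered 1721 (∆*snfA* 8 h), and genes with a called difference numbered 1035 (parental minus ∆*schA* 8 h), 786 (parental minus ∆*schA* 24 h), 922 (parental minus ∆*snfA* 8 h), 613 (parental minus ∆*snfA* 24 h) and 279 (∆*schA* minus ∆*snfA* 24 h). With an added minimum of 1 for the size of the log2 ratio, genes changed on AVICEL numbered 631 (parental 8 h), 2074 (parental 24 h), 967 (∆*schA* 8 h), 1728 (∆*schA* 24 h), 670 (∆*snfA* 8 h) and 1668 (∆*snfA* 24 h), and genes with a called difference numbered 516 (parental minus ∆*schA* 8 h), 420 (parental minus ∆*schA* 24 h), 549 (parental minus ∆*snfA* 8 h), 386 (parental minus ∆*snfA* 24 h) and 228 (∆*schA* minus ∆*snfA* 24 h). Among the lists and sets, the counts that moved were 271 (genes higher in the parental strain only) and 8 (hemicellulases higher in ∆*schA*). Here the stricter thresholds themselves lower the counts.

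With limma on own groups only, genes changed on AVICEL numbered 2142 (∆*schA* 8 h) and 662 (∆*snfA* 8 h), and genes with a called difference numbered 957 (parental minus ∆*schA* 8 h), 1008 (parental minus ∆*snfA* 8 h) and 161 (∆*schA* minus ∆*snfA* 24 h). With replicates 1 and 2 of each strain, genes changed on AVICEL numbered 2289 (parental 8 h), and genes with a called difference numbered 998 (parental minus ∆*schA* 8 h), 920 (parental minus ∆*schA* 24 h), 1037 (parental minus ∆*snfA* 8 h), 758 (parental minus ∆*snfA* 24 h) and 335 (∆*schA* minus ∆*snfA* 24 h). Both use fewer arrays for the spread.

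With a normexp offset of 0, genes with a called difference numbered 946 (parental minus ∆*schA* 24 h) and 741 (parental minus ∆*snfA* 24 h). With Feature Extraction's log ratios, the counts were 2 (cellulases with a parental ratio above that of ∆*snfA*), 253 (genes higher in the parental strain only) and 5 (hemicellulases with a parental ratio above that of ∆*snfA*). Among named genes these log ratios reversed the differences of *farA* -0.02 (parental minus ∆*schA* 24 h) and of *farA* -0.60 (parental minus ∆*snfA* 24 h). Under median centring, genes changed on AVICEL numbered 6861 (parental 8 h), 6970 (∆*schA* 8 h) and 7702 (∆*snfA* 24 h), and genes with a called difference numbered 870 (parental minus ∆*snfA* 24 h). Reversed values under median centring were *hacA* -0.06 (parental minus ∆*snfA* 24 h), AN0494 0.50, AN11378 0.06 and *atmA* 0.46 (∆*schA* 24 h), *atmA* 0.32 (∆*snfA* 24 h), *atmA* 0.38 (parental 24 h), *niaD* 0.21 (∆*snfA* 8 h), alcohol metabolic process in ∆*snfA* 24 h 0.16, alcohol metabolic process in parental 24 h 0.12 and ribosome biogenesis in ∆*schA* 24 h 0.02 (list medians). The cause was not tested for any of these moves and reversals.

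The share of higher calls moved by over 10 points under some scalings. Under Feature Extraction's log ratios, the parental ratio was above and below that of ∆*schA* for 1120 and 1204 genes at 8 h (48.2%, against 59.0%) and for 733 and 653 at 24 h (52.9%, against 70.2%). Against ∆*snfA* it was so for 1298 and 1164 at 8 h (52.7%, against 63.9%) and for 505 and 461 at 24 h (52.3%, against 72.9%). Under median centring the numbers were 510 and 1111 for ∆*schA* at 8 h (31.5%), and 686 and 698 at 8 h (49.6%) and 544 and 326 at 24 h (62.5%) for ∆*snfA*. A normexp offset of 0 gave 148 and 366 for ∆*schA* against ∆*snfA* (28.8%, against 44.2%). The cause was not tested.

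On the series matrix values, genes changed on AVICEL numbered 707 (parental 8 h), 2380 (parental 24 h), 1111 (∆*schA* 8 h), 2228 (∆*schA* 24 h), 213 (∆*snfA* 8 h) and 977 (∆*snfA* 24 h), and genes with a called difference numbered 410 (parental minus ∆*schA* 8 h), 533 (parental minus ∆*schA* 24 h), 237 (parental minus ∆*snfA* 8 h) and 1388 (∆*schA* minus ∆*snfA* 24 h). Counts over lists or sets moved to 0 (cellulases higher in ∆*schA*), 4 (cellulases higher in the parental strain), 5 (cellulases with a parental ratio above that of ∆*schA*), 0 (cellulases with a parental ratio above that of ∆*snfA*), 6 (glycoside hydrolases higher in ∆*schA*), 33 (glycoside hydrolases higher in ∆*snfA*), 11 (glycoside hydrolases higher in the parental strain), 0 (hemicellulases higher in ∆*schA*), 2 (hemicellulases higher in the parental strain), 1 (hemicellulases with a parental ratio above that of ∆*schA*) and 0 (hemicellulases with a parental ratio above that of ∆*snfA*). At an unadjusted p under 0.05, limma gave 0 cellulases and 1 hemicellulase higher in ∆*schA*, and 0 cellulases and 0 hemicellulases with a parental ratio above that of ∆*snfA*. The share of higher calls moved by over 10 points for ∆*schA* at 8 h (483 against 628 lower, 43.5%) and 24 h (894 against 1334, 40.1%), for parental minus ∆*schA* at 24 h (275 against 258, 51.6%), for parental minus ∆*snfA* at 8 h (91 against 146, 38.4%) and 24 h (509 against 917, 35.7%) and for ∆*schA* minus ∆*snfA* at 24 h (450 against 938, 32.4%).

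The same values reversed results of named genes. Differences, parental minus ∆*snfA* 24 h: AN0494 -0.20, AN1273 -9.61, AN4255 -9.04, AN6669 -3.91, AN6923 -10.11, AN8737 -10.35, *farA* -9.74 and *sakA* -8.33. Differences, parental minus ∆*schA* 24 h: AN1414 -0.50, AN4255 -0.50, AN6923 -3.68 and *farA* -2.51. Ratios, ∆*schA* 8 h: AN11046 -1.94 and AN8647 -7.09. Ratios, parental 24 h: AN1273 -3.49, AN1414 -5.40, AN4255 -4.36, AN5463 -2.40, AN6923 -5.83, AN8737 -4.25, AN8953 -3.13, *alcR* -7.86, *farA* -7.72 and *sakA* -6.88. Ratios, ∆*schA* 24 h: AN1414 -4.90, AN4255 -3.86, AN5282 -2.26, AN5463 -0.70, AN6428 -2.37, AN6669 -0.04, AN6923 -2.15, AN8737 -5.96, *alcR* -0.47, *eglA* -4.16, *eglB* -2.61, *farA* -5.21 and *sakA* -6.09. Ratios, parental 8 h: AN8647 -5.30. List medians: alcohol metabolic process in ∆*schA* 24 h 0.14, carbohydrate catabolic process in ∆*schA* 24 h -0.61, carbohydrate catabolic process in parental 24 h -0.07, cellulose metabolic process in ∆*schA* 24 h -2.08, mitochondrial ribosome in ∆*schA* 24 h 1.22, pyruvate metabolic process in ∆*schA* 24 h 0.33 and ribosome biogenesis in parental 24 h 3.26. The processed signals of the same spots are these values without the powers of 10 of the parental and ∆*schA* arrays. On them all 26 reversed ratios, all 7 reversed list medians and 8 of the 12 reversed differences kept the direction of limma, so these reversals come from the powers of 10. The other 4 differences, for *farA* from both mutants and for AN6923 and *sakA* from ∆*snfA*, lay at -0.02, -0.60, -0.14 and -0.03 on the processed signals, and their direction stays open. Over all genes called at 24 h the direction changed for 3341 of 6433 in the parental strain with the series matrix values and for 19 without the powers, and in ∆*schA* for 3130 and 6 of 5792. In ∆*snfA*, whose arrays hold no powers of 10, it changed for 2 of 4696 with either. Called genes in ∆*snfA* at 8 and 24 h numbered 213 and 977 with the series matrix values and 5393 and 6090 on the processed signals, although the values of these arrays are the same in both, so these low counts come from the spread that limma shares over all arrays.

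With the methods' t-test at p under 0.01, genes changed on AVICEL numbered 898 (parental 8 h), 3154 (parental 24 h), 584 (∆*schA* 8 h), 1531 (∆*schA* 24 h), 222 (∆*snfA* 8 h) and 533 (∆*snfA* 24 h). Other counts moved as well: 7 (cellulases higher in ∆*schA*), 1 (cellulases higher in ∆*snfA*), 1159 (genes higher in the parental strain only), 32 (glycoside hydrolases higher in ∆*schA*), 10 (glycoside hydrolases higher in ∆*snfA*), 5 (hemicellulases higher in ∆*schA*) and 2 (hemicellulases higher in ∆*snfA*). After Benjamini-Hochberg adjustment of this t-test, genes changed on AVICEL numbered 2 (parental 8 h), 4160 (parental 24 h), 0 (∆*schA* 8 h), 7 (∆*schA* 24 h), 0 (∆*snfA* 8 h) and 0 (∆*snfA* 24 h). Among the lists and sets, the counts that moved were 0 (cellulases higher in ∆*schA*), 0 (cellulases higher in ∆*snfA*), 2298 (genes higher in the parental strain only), 0 (glycoside hydrolases higher in ∆*schA*), 0 (glycoside hydrolases higher in ∆*snfA*), 0 (hemicellulases higher in ∆*schA*) and 0 (hemicellulases higher in ∆*snfA*). At an unadjusted p under 0.05 this t-test gave 2605 genes in ∆*schA* at 8 h, 1159 in ∆*snfA* at 8 h and 2601 in ∆*snfA* at 24 h, with 55 and 35 glycoside hydrolases, 11 and 5 cellulases and 12 and 8 hemicellulases higher in ∆*schA* and ∆*snfA* at 24 h. One-tailed at p under 0.01, genes changed on AVICEL numbered 1530 (parental 8 h), 4282 (parental 24 h), 1129 (∆*schA* 8 h), 2499 (∆*schA* 24 h), 443 (∆*snfA* 8 h) and 1079 (∆*snfA* 24 h). Counts over lists or sets moved to 2 (cellulases higher in ∆*snfA*), 1170 (genes higher in the parental strain only), 17 (glycoside hydrolases higher in ∆*snfA*) and 6 (hemicellulases higher in ∆*snfA*). The test uses the arrays of a single group, without a shared spread, and whether this is the cause of its lower counts was not tested.

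With the same t-test on the processed signals, genes changed on AVICEL numbered 1049 (parental 8 h), 3558 (parental 24 h), 1086 (∆*schA* 8 h), 2487 (∆*schA* 24 h), 315 (∆*snfA* 8 h) and 607 (∆*snfA* 24 h). Other counts moved as well: 1 (cellulases higher in ∆*snfA*), 8 (glycoside hydrolases higher in ∆*snfA*) and 0 (hemicellulases higher in ∆*snfA*). With the power-of-ten reading of these signals, genes changed on AVICEL numbered 712 (parental 8 h), 2390 (parental 24 h), 814 (∆*schA* 8 h), 1692 (∆*schA* 24 h), 239 (∆*snfA* 8 h) and 426 (∆*snfA* 24 h). Among the lists and sets, the counts that moved were 7 (cellulases higher in ∆*schA*), 1 (cellulases higher in ∆*snfA*), 37 (glycoside hydrolases higher in ∆*schA*), 6 (glycoside hydrolases higher in ∆*snfA*), 7 (hemicellulases higher in ∆*schA*) and 0 (hemicellulases higher in ∆*snfA*). At an unadjusted p under 0.05 the hemicellulases higher in ∆*snfA* numbered 8 on the processed signals and 5 with the reading. With single spots tested over the ∆*snfA* arrays, genes changed on AVICEL numbered 768 (∆*snfA* 8 h) and 1623 (∆*snfA* 24 h). Counts over lists or sets moved to 4 (cellulases higher in ∆*snfA*) and 2 (hemicellulases higher in ∆*snfA*). With single spots and the reading, genes changed on AVICEL numbered 696 (∆*snfA* 8 h) and 1357 (∆*snfA* 24 h). Other counts moved as well: 3 (cellulases higher in ∆*snfA*) and 2 (hemicellulases higher in ∆*snfA*). When gene means were used for the parental strain and ∆*schA* and single spots for ∆*snfA*, all with the reading, the counts were 7 (cellulases higher in ∆*schA*), 3 (cellulases higher in ∆*snfA*), 37 (glycoside hydrolases higher in ∆*schA*), 16 (glycoside hydrolases higher in ∆*snfA*), 7 (hemicellulases higher in ∆*schA*) and 2 (hemicellulases higher in ∆*snfA*). The cause of these moves was not tested beyond the tests given under the other observations.

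With the slide as a fixed block, genes with a called difference numbered 295 (parental minus ∆*schA* 8 h) and 428 (parental minus ∆*schA* 24 h). As a random block, with a correlation within slides of -0.177, genes with a called difference numbered 3032 (parental minus ∆*schA* 8 h), 2742 (parental minus ∆*schA* 24 h), 3165 (parental minus ∆*snfA* 8 h), 2019 (parental minus ∆*snfA* 24 h) and 1463 (∆*schA* minus ∆*snfA* 24 h). No slide held parental and ∆*schA* arrays of the same time, and the fixed block can be fitted only through ∆*schA* replicate 3 of 8 h for the difference at 24 h and parental replicate 1 of 24 h for that at 8 h. The cause of the changed counts was not tested.

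Replicate numbers were also tested as a pairing of the strains, that is as a block. Correlations between samples of the same number lay between -0.509 and 0.563 and those of other pairs between -0.593 and 0.593, so that the numbers do not pair the samples. With the block, 1902 and 1639 genes differed between the parental strain and ∆*schA* at 8 and 24 h, 1873 and 1269 between the parental strain and ∆*snfA* and 788 between the mutants at 24 h. The calls of the differences of *hacA* and AN8737 between the parental strain and ∆*snfA* were lost, at 0.39 and 0.95.

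With each array left out in turn, the calls on AVICEL at 8 and 24 h numbered 2686 to 2911 and 5728 to 5821 in the parental strain, 2951 to 4253 and 4847 to 5601 in ∆*schA* and 949 to 2035 and 3239 to 3296 in ∆*snfA*. Called differences from ∆*schA* numbered 1318 to 1886 at 8 h and 1016 to 1480 at 24 h, those from ∆*snfA* 739 to 1816 and 563 to 947, and those between the mutants 226 to 695. Counts moved by over 1.5 times without ∆*snfA* replicate 1 at 8 h (949 calls and 739 differences from the parental strain) and parental replicate 3 at 8 h (1327 differences from ∆*snfA*). At 24 h they did so without parental replicate 2 (1016) or ∆*schA* replicate 1 (1029) for differences from ∆*schA*, without ∆*snfA* replicate 1 (673) or 2 (563) for those from ∆*snfA*, and without ∆*snfA* replicate 1 (226) or 2 (402) for those between the mutants. The genes higher in the parental strain only numbered 402 to 715. The counts over lists stayed within a factor of 1.5. Where 1 ∆*snfA* array was left, the lone array was assumed to vary like the other groups. Without ∆*snfA* replicate 1 at 24 h, the difference between the mutants for *eglB* (-1.70) was not called. Without ∆*snfA* replicate 2 at 8 h, AN8123 was called higher in ∆*snfA* (2.50). The cause was not tested.

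Signal over background limits the ratios of dim genes. In the CM channel 36.4% to 59.6% of the spots of an array were well above background, so that ratios of the other spots rest on the background correction and its offset. The filter on dim probes left 8631 of 11143 genes.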

Differences from the paper's values

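The tests on processed signals, on single spots and with the power-of-ten reading were chosen after the values were seen; the other alternatives were set before the data were examined.

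A count is called near the paper's when neither is over 1.5 times the other, and a log2 ratio when both have the same sign and differ by no more than the SD between arrays. For each value that is not near, every alternative under which it came near is named with its value, and under the others it did not. The scale of both is log2 of AVICEL over CM. In the counts, the t-test of the methods was applied at p under 0.01 unless stated as adjusted. The power-of-ten reading keeps single powers of 10 in the processed signals, as described under the other observations. The combined reading takes gene means for the parental strain and ∆*schA* and single spots for ∆*snfA*.

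Genes changed on AVICEL in Table S1. The paper gives 712 for the parental strain at 8 h and limma gave 3677, near it with the series matrix values (707), a minimum log2 of 1 (631) and the methods' t-test (898) and with no other alternative set before the data were examined, and also with the t-test on processed signals (1049) and the t-test with the power-of-ten reading (712), chosen after seeing the values. The paper gives 2387 for the parental strain at 24 h and limma gave 6433, near it with the series matrix values (2380), a minimum log2 of 1 (2074) and the methods' t-test (3154) and with no other alternative set before the data were examined, and also with the t-test on processed signals (3558) and the t-test with the power-of-ten reading (2390), chosen after seeing the values. The paper gives 813 for ∆*schA* at 8 h and limma gave 4334, near it with the series matrix values (1111), a minimum log2 of 1 (967), the methods' t-test (584) and the one-tailed t-test (1129) and with no other alternative set before the data were examined, and also with the t-test on processed signals (1086) and the t-test with the power-of-ten reading (814), chosen after seeing the values. The paper gives 1692 for ∆*schA* at 24 h and limma gave 5792, near it with the series matrix values (2228), a minimum log2 of 1 (1728), the methods' t-test (1531) and the one-tailed t-test (2499) and with no other alternative set before the data were examined, and also with the t-test on processed signals (2487) and the t-test with the power-of-ten reading (1692), chosen after seeing the values. The paper gives 693 for ∆*snfA* at 8 h and limma gave 2641, near it with own groups only (662) and a minimum log2 of 1 (670) and with no other alternative set before the data were examined, and also with single spots (768) and single spots with the reading (696), chosen after seeing the values. The paper gives 1350 for ∆*snfA* at 24 h and limma gave 4696, near it with the series matrix values (977), a minimum log2 of 1 (1668) and the one-tailed t-test (1079) and with no other alternative set before the data were examined, and also with single spots (1623) and single spots with the reading (1357), chosen after seeing the values.

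Genes higher on AVICEL in Table S1. The paper gives 405 for the parental strain at 8 h and limma gave 2028, near it with the series matrix values (370) and a minimum log2 of 1 (468) and with no other alternative set before the data were examined, and also with the t-test with the power-of-ten reading (405), chosen after seeing the values. The paper gives 1111 for the parental strain at 24 h and limma gave 3399, near it with the series matrix values (1039) and a minimum log2 of 1 (1130) and with no other alternative set before the data were examined, and also with the t-test with the power-of-ten reading (1113), chosen after seeing the values. The paper gives 372 for ∆*schA* at 8 h and limma gave 2331, near it with the series matrix values (483), a minimum log2 of 1 (544) and the methods' t-test (317) and with no other alternative set before the data were examined, and also with the t-test with the power-of-ten reading (373), chosen after seeing the values. The paper gives 867 for ∆*schA* at 24 h and limma gave 3066, near it with the series matrix values (894), a minimum log2 of 1 (843) and the methods' t-test (795) and with no other alternative set before the data were examined, and also with the t-test with the power-of-ten reading (865), chosen after seeing the values. The paper gives 356 for ∆*snfA* at 8 h and limma gave 1296, near it with own groups only (367), a minimum log2 of 1 (337) and the one-tailed t-test (243) and with no other alternative set before the data were examined, and also with single spots (434) and single spots with the reading (357), chosen after seeing the values. The paper gives 867 for ∆*snfA* at 24 h and limma gave 2525, near it with the series matrix values (607) and a minimum log2 of 1 (833) and with no other alternative set before the data were examined, and also with single spots (906) and single spots with the reading (646), chosen after seeing the values. The paper's 867 for ∆*snfA* at 24 h is also its value for ∆*schA*. The 1350 changed and 710 lower genes that Table S1 gives for ∆*snfA* leave 640, and Table S3 lists 640 genes for this strain. Both argue against 867 as the count of the study, although the paper does not correct it. The alternatives named for ∆*snfA* at 24 h were near 640 too, and so was the one-tailed t-test (563).

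Genes lower on AVICEL in Table S1. The paper gives 307 for the parental strain at 8 h and limma gave 1649, near it with the series matrix values (337), the methods' t-test (236) and the one-tailed t-test (457) and with no other alternative set before the data were examined, and also with the t-test on processed signals (402) and the t-test with the power-of-ten reading (307), chosen after seeing the values. The paper gives 1276 for the parental strain at 24 h and limma gave 3034, near it with the series matrix values (1341), a minimum log2 of 1 (944), the methods' t-test (1349) and the adjusted methods' t-test (1860) and with no other alternative set before the data were examined, and also with the t-test on processed signals (1666) and the t-test with the power-of-ten reading (1277), chosen after seeing the values. The paper gives 441 for ∆*schA* at 8 h and limma gave 2003, near it with the series matrix values (628), a minimum log2 of 1 (423) and the one-tailed t-test (491) and with no other alternative set before the data were examined, and also with the t-test on processed signals (518) and the t-test with the power-of-ten reading (441), chosen after seeing the values. The paper gives 825 for ∆*schA* at 24 h and limma gave 2726, near it with a minimum log2 of 1 (885), the methods' t-test (736) and the one-tailed t-test (1113) and with no other alternative set before the data were examined, and also with the t-test on processed signals (1108) and the t-test with the power-of-ten reading (827), chosen after seeing the values. The paper gives 337 for ∆*snfA* at 8 h and limma gave 1345, near it with median centring (309), own groups only (295) and a minimum log2 of 1 (333) and with no other alternative set before the data were examined, and also with single spots (334) and single spots with the reading (340), chosen after seeing the values. The paper gives 710 for ∆*snfA* at 24 h and limma gave 2171, near it with a minimum log2 of 1 (835) and the one-tailed t-test (516) and with no other alternative set before the data were examined, and also with single spots (717) and single spots with the reading (713), chosen after seeing the values.

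Glycoside hydrolases higher on AVICEL at 24 h. The paper gives 31 for the parental strain only and limma gave 2, near it with the methods' t-test (32) and the one-tailed t-test (21) and with no other alternative set before the data were examined, and also with the t-test on processed signals (24), the t-test with the power-of-ten reading (31) and the combined power-of-ten reading (29), chosen after seeing the values. The paper gives 8 for all strains and limma gave 59, near it with the methods' t-test (6) and with no other alternative set before the data were examined, and also with the t-test on processed signals (7) and the combined power-of-ten reading (10), chosen after seeing the values. The paper gives 14 for the parental strain and ∆*schA* and limma gave 1, near it under no alternative set before the data were examined. The paper gives 1 for the parental strain and ∆*snfA* and limma gave 9, near it under no alternative set before the data were examined. By the definition used here, Table S3 itself places 29 in the parental strain only and 10 in all strains. It places 23 in the parental strain and ∆*schA* and 2 in the parental strain and ∆*snfA*. The genes counted here are therefore not those of the paper's counts, which alone can set the values apart.

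Transporters higher on AVICEL at 24 h. The paper gives 14 for all strains and limma gave 77, near it with the one-tailed t-test (18) and with no other alternative set before the data were examined, and also with the combined power-of-ten reading (15), chosen after seeing the values. The paper gives 33 for the parental strain and ∆*schA* and limma gave 8, near it with the methods' t-test (25) and the one-tailed t-test (36) and with no other alternative set before the data were examined, and also with the t-test with the power-of-ten reading (46) and the combined power-of-ten reading (33), chosen after seeing the values. The paper gives 6 for the parental strain and ∆*snfA* and limma gave 2, near it with replicates 1 and 2 (4), a minimum log2 of 1 (6) and the methods' t-test (4) and with no other alternative set before the data were examined, and also with the combined power-of-ten reading (6), chosen after seeing the values. The paper gives 41 for the parental strain only and limma gave 5, near it with the methods' t-test (54) and the one-tailed t-test (35) and with no other alternative set before the data were examined, and also with the t-test on processed signals (32), the t-test with the power-of-ten reading (45) and the combined power-of-ten reading (41), chosen after seeing the values.

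Sets of genes higher on AVICEL at 24 h, from Table S3. The paper gives 84 for the parental strain and ∆*snfA* and limma gave 231, near it with a minimum log2 of 1 (116) and the methods' t-test (95) and with no other alternative set before the data were examined, and also with the t-test on processed signals (79) and the combined power-of-ten reading (84), chosen after seeing the values. The paper gives 171 for all strains and limma gave 2067, near it with the series matrix values (118) and with no other alternative set before the data were examined, and also with the t-test on processed signals (143) and the combined power-of-ten reading (171), chosen after seeing the values. The paper gives 338 for ∆*snfA* only and limma gave 163, near it with Feature Extraction's log ratios (301) and the series matrix values (443) and with no other alternative set before the data were examined, and also with the combined power-of-ten reading (344), chosen after seeing the values.

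Log2 ratios of named genes at 24 h are given as the paper's value from Table S3 and the value found here. *eglA* in the parental strain (7.63 and 7.09), *eglA* in ∆*schA* (4.97 and 3.10), AN5282 in the parental strain (7.67 and 7.11), *farA* in the parental strain (1.42 and 1.04), AN6923 in ∆*schA* (3.67 and 2.06) and AN8953 in the parental strain (6.96 and 5.89) came near only with a normexp offset of 0 and Feature Extraction's log ratios. *eglB* in ∆*schA* (5.43 and 4.05), AN0494 in the parental strain (7.11 and 6.52), AN6669 in the parental strain (4.16 and 3.47), AN4255 in the parental strain (4.77 and 4.06) and AN4255 in ∆*schA* (4.44 and 3.41) came near only with a normexp offset of 0, median centring and Feature Extraction's log ratios. AN1273 in the parental strain (6.49 and 5.62), *xlnR* in the parental strain (2.30 and 1.12), AN1414 in the parental strain (3.74 and 2.10), AN1414 in ∆*schA* (3.41 and 1.49) and AN6923 in the parental strain (4.14 and 3.32) came near only with Feature Extraction's log ratios. *eglB* in the parental strain (7.63 and 7.11) and AN1812 in ∆*schA* (3.33 and 3.11) came near only with a normexp offset of 0, Feature Extraction's log ratios and the series matrix values. AN6428 in the parental strain (5.70 and 5.25) and *farA* in ∆*schA* (1.44 and 0.69) came near only with median centring and Feature Extraction's log ratios. AN1812 in the parental strain (4.99 and 4.68) and *hacA* in ∆*schA* (2.91 and 2.66) came near only with no background correction, a normexp offset of 0, Feature Extraction's log ratios and the series matrix values. AN8737 in the parental strain (5.65 and 4.63) and TOR kinase in ∆*snfA* (0.73 and 0.76) came near with none of the alternatives. *hacA* in the parental strain (3.40 and 3.15) came near only with a normexp offset of 0, median centring, Feature Extraction's log ratios and the series matrix values. *hacA* in ∆*snfA* (3.17 and 2.74) came near only with Feature Extraction's log ratios and the series matrix values. AN8737 in ∆*schA* (4.20 and 2.92) came near only with a normexp offset of 0 and median centring. *sakA* in the parental strain (1.43 and 1.11) came near only with no background correction, a normexp offset of 0 and Feature Extraction's log ratios.

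For *xlnR* in ∆*snfA*, *alcR* in the parental strain and AN1414 in ∆*snfA* the values found here are lower bounds, at least 1.38-, 3.78- and 2.85-fold, and the paper's log2 ratios of 1.89, 2.10 and 3.47 do not lie below them. Under other settings the fitted log2 ratio of *alcR* in the parental strain was 3.78 with a normexp offset of 0 and 5.15 with Feature Extraction's log ratios, both over 1.5 times the paper's fold, and -7.86 with the series matrix values. The other 2 did not exceed 1.5 times the paper's fold under any setting. Over the 31 other log2 ratios that Table S3 prints for named genes and that were measured here, 3 were near the paper's value, 28 with Feature Extraction's log ratios and 19 with a normexp offset of 0. Chosen after seeing the values, gene means with the power-of-ten reading equalled the paper's value within 0.01 for each of the 1104 parental and 867 ∆*schA* genes of Table S3, and the mean of a single spot did so for 99.2% of the 640 ∆*snfA* genes.

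The paper's calls come from a t-test within each strain at p under 0.01, which is not given here for named genes. Those here are limma's, at an adjusted p under 0.05 with a spread shared over all arrays, so the test alone can change a call. The paper states that *creA* did not change, while it was called higher here after 24 h (log2 ratios of 1.13, 1.19 and 0.85 in the parental, ∆*schA* and ∆*snfA* strains). *xlnR* and TOR kinase are placed outside the ∆*schA* response, and were called higher in it (at least 1.69-fold for *xlnR* and a log2 ratio of 0.88 for TOR kinase). Given as responses of the parental strain alone, AN3675 (2.66, 1.94 and 0.92), *facB* (1.21, 0.78 and 1.18) and *sakA* (1.11, 0.71 and 0.90) were called higher in every strain, in the same order. So were *alcR* (at least 3.78-fold, a log2 ratio of 0.86 and at least 2.27-fold) and AN6669 (log2 ratios of 3.47 in the parental strain and 1.85 in ∆*snfA*, and at least 1.66-fold in ∆*schA*). AN1812 (1.97), *farA* (0.84), AN8737 (3.69) and AN6923 (2.79) are left out of the ∆*snfA* response, and were called higher in it. AN3204 is given as higher in the parental strain, where it was not well above background in either channel and was not called (adjusted p = 0.59 from limma). Among the alternatives of limma that kept the gene, none called it higher, and median centring called it lower. *atmA* is given as repressed in ∆*snfA*, and was not called (-0.10, adjusted p = 0.15 from limma). Of the alternatives of limma none called it lower, and median centring called it higher (0.32). Adjusted p lay between 0.011 and 0.99 for AN3204 and between 0.0095 and 1.0 for *atmA* over these alternatives.

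The paper gives SchA a smaller part than SnfA in the transcriptional response. Over the 1104 genes that Table S3 lists for the parental strain, limma called the parental ratio above that of ∆*schA* for 425 and above that of ∆*snfA* for 403. The order of these counts was reversed on own groups only (363 and 469) and adjusted over the list alone (521 and 525). Every other background correction and scaling kept it. The median difference from the parental strain was 0.35 for ∆*schA* and 0.41 for ∆*snfA*. Over the same genes the ∆*schA* ratio was called below that of ∆*snfA* for 89 and above it for 70 (13 and 10 on own groups only). Over the 71 glycoside hydrolases of Table S3 the ∆*schA* ratio was called below that of ∆*snfA* for 22 and above it for 1, and over the 13 cellulases of Figure 8A for 8 and 1. Among genes with a measured ratio in both mutants it was called below for 11 of 41 glycoside hydrolases and 4 of 6 cellulases. With limma on own groups only, 4 glycoside hydrolases and 2 cellulases were called below, and with replicates 1 and 2 of each strain 10 and 6. The median difference of the glycoside hydrolases, ∆*schA* minus ∆*snfA*, was -0.36, with Feature Extraction's log ratios -0.73 and with the series matrix values -5.00.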

Other observations

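All tests of this part, of the powers of 10 and of the single spots, were chosen after the values they examine were seen.

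The deposited series matrix holds log2 of the processed green over red signal. On the 4 ∆*snfA* arrays it equals that ratio in the scanner file. On the 12 parental and ∆*schA* arrays, 23.8% to 35.2% of the spots differ from it by a whole power of 10. A candidate explanation is that the decimal point of a signal, printed with 6 digits, was read as a digit separator where 3 or more decimals followed it. The power of 10 computed in this way from the decimals of both signals equalled the one seen at 98.4% of the spots or more on each of the 12 arrays. Once whole powers of 10 were removed, the largest deviation was 1.4e-05, which argues against another scan or another background correction behind the values. No biological explanation was tested, since a power of 10 in the deposited ratio that the scanner file of the same array does not hold cannot come from the cultures.

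The log2 values of Table S3 were then compared with the processed signals with powers of 10 kept. On the parental and ∆*schA* arrays the power of each spot was taken from the series matrix, and on the ∆*snfA* arrays, where the series matrix holds none, it was computed from the decimals. Powers were reduced by multiples of 3, so that only single powers of 10 were left. This step was chosen from the printed values themselves, so that the match is a hypothesis about how they arose. Means over spots and arrays equalled the printed value within 0.01 for 1104 of 1104 parental genes (100.0%) and 867 of 867 ∆*schA* genes, against 921 and 726 without the powers of 10. The 183 parental and 141 ∆*schA* genes whose mean is moved by them include 146 and 118 moved down. The methods' t-test on these signals called 2390 genes in the parental strain at 24 h, against 2387 in Table S1 (the paper's) and 3558 on the scanner signals. Powers of 10 left in the signals are a candidate explanation for the printed values and counts of these strains. The authors' own processing was not seen.

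For ∆*snfA*, gene means equalled the printed value for 64 of the 640 listed genes, and 61 with the powers of 10. When each spot was tested by itself over the 2 arrays, 637 of the 640 genes had a spot past the methods' threshold with the powers of 10, and 582 without them. For 99.2% of the genes the mean of a spot equalled the printed value with the powers of 10, and for 85.3% without them. Testing single spots may therefore explain the list of this strain, as a hypothesis. A gene with several spots has several chances to pass in such a test, which gene means do not give, so that the lists of the strains would not be on the same footing. Whether this changes the comparison of the strains in the paper was not tested beyond the counts given above under the differences.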
